# Liver epithelial focal adhesion kinase modulates fibrogenesis and hedgehog signaling

**DOI:** 10.1172/jci.insight.141217

**Published:** 2020-10-15

**Authors:** Yun Weng, Tyler J. Lieberthal, Vivian X. Zhou, Maya Lopez-Ichikawa, Manuel Armas-Phan, Tristan K. Bond, Miya C. Yoshida, Won-Tak Choi, Tammy T. Chang

**Keywords:** Cell Biology, Hepatology, Fibrosis, Integrins, Signal transduction

## Abstract

Focal adhesion kinase (FAK) is an important mediator of extracellular matrix–integrin mechano-signal transduction that regulates cell motility, survival, and proliferation. As such, FAK is being investigated as a potential therapeutic target for malignant and fibrotic diseases, and numerous clinical trials of FAK inhibitors are underway. The function of FAK in nonmalignant, nonmotile epithelial cells is not well understood. We previously showed that hepatocytes demonstrated activated FAK near stiff collagen tracts in fibrotic livers. In this study, we examined the role of liver epithelial FAK by inducing fibrotic liver disease in mice with liver epithelial FAK deficiency. We found that mice that lacked FAK in liver epithelial cells developed more severe liver injury and worse fibrosis as compared with controls. Increased fibrosis in liver epithelial FAK-deficient mice was linked to the activation of several profibrotic pathways, including the hedgehog/smoothened pathway. FAK-deficient hepatocytes produced increased Indian hedgehog in a manner dependent on matrix stiffness. Furthermore, expression of the hedgehog receptor, smoothened, was increased in macrophages and biliary cells of hepatocyte-specific FAK-deficient fibrotic livers. These results indicate that liver epithelial FAK has important regulatory roles in the response to liver injury and progression of fibrosis.

## Abstract 2

Liver epithelial-specific FAK-deficient mice develop worse liver injury and fibrosis compared to controls, indicating that FAK has a regulatory role.

## Introduction

Mechano-signal transduction is the process through which physical stimuli are converted to biochemical signals within cells that orchestrate cell morphology and behavior. Focal adhesion kinase (FAK) is a key molecular mechano-sensor that connects the extracellular matrix with a cell’s cytoskeleton (1). Through its dual function as a tyrosine kinase and scaffolding protein, FAK mediates signals triggered by integrin binding to extracellular matrix ligands and links integrin activation, via adaptor proteins, to actin cytoskeletal responses (2). The downstream effects of FAK-mediated signals are multiple and include stimulation of cell motility, proliferation, and survival (3, 4). FAK also broadly interacts with and cross-regulates other mechano-sensors and mediators of integrin signals, including Src (5, 6), Rho family GTPases (7, 8), integrin-linked kinase (ILK) (9, 10), and Yes-associated protein (YAP) (11, 12).

FAK is overexpressed in many types of cancers. Elevated FAK expression or activation correlates with increased invasiveness, metastases, and poorer prognosis (13). Stiffened tumor stroma activates FAK and downstream cell contractility, which cooperate with growth factor–mediated signals to potentiate proliferation and invasive behavior of malignant cells (7, 8). Hepatocellular carcinoma is one cancer type that frequently demonstrates FAK overexpression and/or hyperphosphorylation (14). Culture of hepatocellular carcinoma cell lines on stiff matrices induces FAK activation and promotes proliferation and chemotherapy resistance (15). Moreover, deletion of FAK in hepatocytes repressed the development of a mouse model of hepatocellular carcinoma (16). Accordingly, FAK is thought to be a promising anticancer therapeutic target (17). Numerous FAK-specific small-molecule inhibitors have been developed (18), and several ongoing clinical trials are testing the safety and efficacy of FAK inhibition in the treatment of aggressive solid tumors in humans (19, 20).

In addition to proliferative and prosurvival effects, tumor-intrinsic FAK activation has been shown to amplify fibrotic stiffening of the peritumor stroma, resulting in bidirectional tumor stroma positive feedback of mechanics-induced signaling (21, 22). A stiffened microenvironment (23–25) and FAK activation (26, 27) are required for the differentiation of myofibroblasts, which are key fibrogenic effector cells that deposit pathologic collagen matrix. In chronic fibrotic disorders, FAK activity is elevated in intralesional skin fibroblasts from patients with systemic sclerosis (28) and in lung myofibroblasts from patients with idiopathic pulmonary fibrosis (29). FAK signaling is required for fibroblast and hepatic stellate cell durotaxis, in which motile cells migrate directionally toward more rigid matrix (12, 30, 31). FAK activation is required to induce lung myofibroblast profibrotic phenotype, and administration of FAK inhibitors in vivo attenuates the development of an experimental model of lung fibrosis (32). Likewise, FAK activation is required for hepatic stellate cell expression of α–smooth muscle actin and profibrotic collagens. Treatment with FAK inhibitors reduces the severity of carbon tetrachloride–induced liver fibrosis in mice (33). These preclinical studies have motivated considerable interest in developing FAK inhibitors as a novel therapeutic for fibrotic diseases (34). However, while activation of FAK signaling in myofibroblasts may be profibrotic, less is known regarding the function of FAK in parenchymal epithelial cells. It is possible that FAK serves important homeostatic functions in epithelial cells related to cell adhesion and mechano-sensing. Global inhibition of FAK with systemic inhibitor administration may demonstrate a predominant effect on suppressing myofibroblast activation but mask concurrent detrimental effects on epithelial homeostasis. In this study, in order to delineate potentially differential roles of FAK signaling in different cell types during fibrogenesis, we investigated the effect of liver epithelium–specific deletion of FAK on liver fibrosis.

There is evidence to suggest that tonic integrin- and FAK-mediated signals are important for maintaining liver homeostasis. Prolonged knockdown of β_1_ integrin in hepatocytes results in distorted bile canaliculi morphology and liver injury (35, 36). Inhibition or deletion of hepatocyte β_1_ integrin severely impairs liver regeneration (36, 37). Hepatocytes exhibit FAK activation adjacent to stiff collagen tracts in fibrotic liver in vivo and when cultured on top of stiff matrix in vitro (38), indicating that hepatocytes are mechanically responsive through FAK signaling. Moreover, data suggest that epithelial FAK signaling is protective in fibrotic disease because deletion of FAK in alveolar epithelial cells promotes apoptosis in response to TGF-β (39, 40) and results in greater lung injury and mortality in experimental models of lung fibrosis (39).

Given the potential benefits of FAK inhibition in treating malignant and/or fibrotic conditions, it is important to determine whether there may be adverse off-target effects on normal and protective epithelial functions. We hypothesized that liver epithelial FAK played important roles in maintaining hepatic homeostasis and in regulating response to fibrotic injury. We designed a series of experiments with liver epithelium–specific FAK-deficient mice to examine the hypothesis.

## Results

### RNA-Seq analysis suggests that FAK-deficient hepatocytes have decreased synthetic and proliferative functions and increased cell stress and lipid metabolism.

We bred FVB FAK^fl/fl^ mice (41) with albumin-Cre (Alb-Cre) mice (42) to generate liver epithelium–specific FAK-deficient mice (FAK^fl/fl^ Alb-Cre^+^ mice) and littermate controls (FAK^fl/fl^ Alb-Cre^–^). Because albumin is expressed in bipotential progenitor cells in the fetal liver, Alb-Cre–mediated gene deletion occurs within the fetal liver and manifests both in hepatocytes and cholangiocytes (43–47). We found that FAK^fl/fl^ Alb-Cre^+^ mice were born in the expected Mendelian ratios and had normal life spans (>1 year). FAK^fl/fl^ Alb-Cre^+^ mice aged 6–8 weeks old had liver FAK protein expression less than 15% of WT levels in littermate controls (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.141217DS1) and exhibited normal liver architecture histologically and normal serum liver function tests (Supplemental Figure 2).

To determine whether liver epithelial FAK deletion induced cellular changes not readily detectable by gross phenotypic characterization, we performed RNA-Seq analysis on whole-liver tissue of 6- to 8-week-old FAK^fl/fl^ Alb-Cre^+^ mice and control FAK^fl/fl^ Alb-Cre^–^ littermates. 

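Whole-liver RNA was sequenced from 4 Alb-Cre-negative mice (WT) and 4 FAKfl/fl Alb-Cre+ mice (KO) aged 6 to 8 weeks. Ptk2, which encodes FAK (ENSMUSG00000022607, chromosome 15 from 73205105 to 73423191 of build mm10), had 5.22 ± 1.24 FPKM in WT livers and 1.31 ± 0.145 FPKM in KO livers (SD, n = 4 each). It fell by 1.99 on the log2 scale (standard error 0.15, edgeR adjusted p = 3.31e-06). Every KO liver lay below every WT liver (exact permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow).
The authors removed ribosomal RNA, sequenced the libraries on an Illumina instrument, aligned reads with STAR and counted them per gene with HTSeq, and the deposited files hold those counts and the FPKM made from them. KO was compared with WT by the quasi-likelihood F test of edgeR on the deposited counts, in 1 fit with the hepatocyte libraries and with TMM scaling. Of 35275 genes in the file, 12507 passed the count filter, and p-values were adjusted over them by the Benjamini-Hochberg method.
Library totals ran from 11162678 to 19049138 counts in WT livers and from 15347999 to 16647017 in KO livers. In WT replicates 2 and 4 the deviation of each gene from its mean over libraries rose with gene length (Spearman rho across genes 0.37 and 0.34), while in the other 6 tissue libraries rho lay between -0.59 and -0.41. The log2 change between KO and WT livers ran against gene length as well (rho = -0.50 across genes, which are not independent replicates).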

We also performed RNA-Seq on isolated hepatocytes to distinguish hepatocyte-specific versus non–parenchymal cell–specific gene expression effects. 

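In isolated hepatocytes Ptk2 had 5.91 ± 0.369 FPKM in WT and 1.08 ± 0.159 FPKM in KO cells (SD, n = 4 each). The change was -2.53 ± 0.16 on the log2 scale (standard error, edgeR adjusted p = 9.33e-08), and all 4 KO preparations lay below all 4 WT preparations. Across the 16 libraries of this experiment the material, whole liver or hepatocytes, set the largest axis: principal component 1 held 56.4% of the variance and component 2 held 8.41%.
Hepatocyte libraries held 15062059 to 19838668 counts. They were made and counted by the authors as the tissue libraries were, and were tested in the same fit. Whether genotype acts otherwise in hepatocytes than in tissue was tested by the interaction contrast of that fit. Gene length moved with the genotype here too. The length rho of single libraries was 0.43 to 0.52 in WT hepatocytes and 0.18 to 0.42 in KO hepatocytes, and the log2 change between them had rho = -0.32 with gene length across genes.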

Differential gene expression analysis of whole-liver tissue or isolated hepatocytes from FAK^fl/fl^ Alb-Cre^+^ compared with FAK^fl/fl^ Alb-Cre^–^ mice revealed 782 genes, which were hierarchically classified into 4 clusters based on expression pattern (Figure 1). 

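With tissue and hepatocyte libraries pooled by genotype, as in the paper (n = 8 per genotype), Ptk2, Slc13a2 and Cib3 passed among 11857 genes tested with edgeR. Ptk2 was lower in KO samples by a log2 change of -2.26 ± 0.13 (standard error, adjusted p = 1.10e-08). Slc13a2, a citrate transporter gene, changed by -1.81 ± 0.27 (adjusted p = 0.0219), and Cib3, a gene of the calcium- and integrin-binding family, by 2.67 ± 0.43 (adjusted p = 0.036). Cib3 is named because it was called, after values were seen. At an unadjusted p under 0.05 the pooled test held 704 genes.
The pooled count of 3 dropped to 1 without tissue WT replicate 1, tissue KO replicate 4, hepatocyte WT replicate 4 or hepatocyte KO replicates 1, 3 or 4. It was 41 with DESeq2, 5 with limma on log2(FPKM + 1), 24 with the material as a term and 52 with limma and the material as a term. Leaving out tissue WT replicates 2 and 4 together gave 5.
In tissue alone the edgeR test called only Ptk2, while 2017 genes had an unadjusted p under 0.05. Without tissue WT replicate 1 the tissue count was 994 (400 higher and 594 lower). Of the WT livers left in that fit, replicates 2 and 4 had a length trend opposite to that of the other tissue libraries. Calls made only without tissue WT replicate 1 share this limit. DESeq2 called 187 genes in tissue, limma on log2(FPKM + 1) 9, edgeR without the count filter 2, and edgeR with GC and length trends removed 2.
In hepatocytes 40 genes passed, 26 higher and 14 lower in KO cells, and 1119 had an unadjusted p under 0.05. Of all 12507 genes tested 743 had no overlap of KO and WT values, where chance gives 2.86%. The hepatocyte count was 16 without WT replicate 2, 25 without KO replicate 2, 21 without KO replicate 3, 19 without KO replicate 4 and 73 without KO replicate 1. DESeq2 called 162, a fit of the 8 hepatocyte libraries alone called 5 (37 with neighbouring animal numbers as a block), and leaving out WT replicate 1 gave an even split of 23 higher and 23 lower genes.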

Clusters 1 and 2 represented genes that were downregulated in FAK^fl/fl^ Alb-Cre^+^ liver and hepatocytes, whereas clusters 3 and 4 contained genes that were upregulated in FAK^fl/fl^ Alb-Cre^+^ liver and hepatocytes.

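Glutamine synthetase (Glul, ENSMUSG00000026473, chromosome 1 from 153899944 to 153909723 of mm10), an enzyme of hepatocytes around the central vein, had 125 ± 44.5 FPKM in WT and 544 ± 99.2 FPKM in KO hepatocytes (SD, n = 4 each). Its log2 change was 2.05 ± 0.24 (standard error, edgeR adjusted p = 0.00104). The glutamate transporter Slc1a2 (2.60 ± 0.34, adjusted p = 0.00126), the dicarboxylate transporter Slc13a3 (2.01 ± 0.29, adjusted p = 0.00369) and ornithine aminotransferase, Oat (2.03 ± 0.31, adjusted p = 0.00548), were higher too. Slc13a2 (-2.30 ± 0.37, adjusted p = 0.00695), the gamma-secretase subunit gene Aph1b (-1.04 ± 0.15, adjusted p = 0.00416) and histidine ammonia-lyase, Hal (-1.09 ± 0.20, adjusted p = 0.0208), were lower in KO hepatocytes. Hal had 101 ± 25.8 FPKM in WT and 49.8 ± 7.62 FPKM in KO cells.
Whole liver gave Glul values of 263 ± 46 FPKM in WT and 242 ± 53.2 FPKM in KO mice (SD, n = 4 each; log2 change -0.12 ± 0.23, adjusted p = 0.822), and the sign turned to 0.0053 without tissue KO replicate 2. For Glul the difference between hepatocytes and tissue was 2.17 ± 0.33 (edgeR adjusted p = 0.0629). That difference passed without tissue WT replicate 1 (2.26), hepatocyte WT replicate 2 (1.96) or hepatocyte WT replicate 4 (2.34), and with DESeq2, limma on log2(FPKM + 1) or no count filter (3.15e-06 to 0.413 over all alternatives).
Of the 40 genes called in hepatocytes, 29 had the same direction in tissue. Hal lost its call without hepatocyte WT replicate 2, WT replicate 4 or KO replicate 2 (adjusted p 0.0634 to 0.105). In a fit of the hepatocyte libraries alone Slc1a2, Oat, Slc13a3, Slc13a2 and Aph1b missed the threshold (0.0641 to 0.0661), and Hal did too (0.121). Aph1b also missed it with neighbouring animal numbers as a block. Over all alternatives Glul stayed between 2.75e-13 and 0.0455. The median length was 2330 bases for the raised genes, 3487 for the lowered genes and 3090 for all genes tested.

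**Figure D1:**
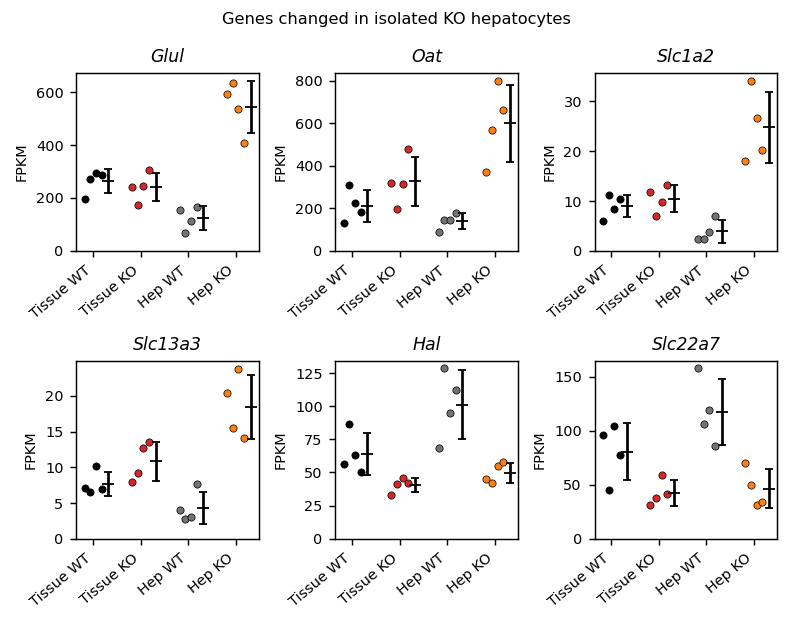
FPKM of Glul, Oat, Slc1a2, Slc13a3, Hal and Slc22a7 in each library of WT and KO whole liver and hepatocytes. Points are libraries and bars are mean and SD (n = 4 per group).

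**Figure D2:**
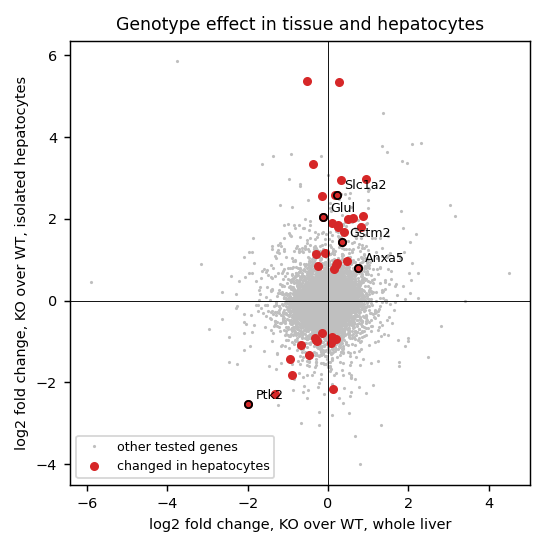
Log2 fold change of KO against WT in hepatocytes against that in whole liver for each of 12507 genes tested with edgeR. Named genes are labelled, and the correlation across genes is 0.12.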

Gene Ontology (GO) analysis showed that coagulation factors (Figure 2A), which represented a major class of serum proteins produced by hepatocytes, and cell proliferation genes (Figure 2B) were downregulated in FAK^fl/fl^ Alb-Cre^+^ samples. Conversely, genes associated with cell stress (Figure 2C) and lipid metabolism (Figure 2D) were upregulated in FAK^fl/fl^ Alb-Cre^+^ samples. 

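The fibrinogen gamma chain gene Fgg (ENSMUSG00000033860, chromosome 3 from 83007859 to 83015053 of mm10) had 2501 ± 194 FPKM in WT and 1817 ± 317 FPKM in KO hepatocytes (SD, n = 4 each). Coagulation factor VII, F7, had 75.9 ± 3.22 and 64.5 ± 0.782 FPKM, and factor X, F10, had 218 ± 9.2 and 184 ± 4.57 FPKM in the same cells. Their log2 changes were -0.54 ± 0.18 for Fgg (standard error, edgeR adjusted p = 0.306), -0.31 ± 0.12 for F7 (adjusted p = 0.45) and -0.32 ± 0.10 for F10 (adjusted p = 0.274). None passed the adjustment over all genes. In tissue the values were -0.15 for Fgg, -0.20 for F7 and -0.07 for F10. Fgg in hepatocyte WT replicate 4 stood apart at 2210 FPKM from the other 3 at 2582 to 2616 FPKM.
Among 25 coagulation genes, 23 were lower in KO hepatocytes with a median of -0.19 (camera adjusted p = 1.85e-05 with a preset correlation of 0.01, adjusted p = 0.429 with an estimated correlation). Proz (-0.32 ± 0.09, adjusted p = 0.209) and F9 (-0.33 ± 0.10, adjusted p = 0.237) had the smallest p-values, and 5 members passed when adjusted over the list alone. In tissue 19 of the 25 were lower (camera adjusted p = 0.17).
Of the proliferation genes, the growth factor receptor Fgfr2 had 11.0 ± 2.42 FPKM in WT and 6.64 ± 1.26 FPKM in KO hepatocytes (-0.80 ± 0.18, adjusted p = 0.0805). DESeq2 called it at 0.00858 (0.00858 to 0.198 over the alternatives), and edgeR did so without hepatocyte WT replicate 1 (-0.94). The estrogen receptor Esr1 (ENSMUSG00000019768, chromosome 10 from 4611593 to 5005614) changed by -0.81 ± 0.21 (adjusted p = 0.147), and DESeq2 gave 0.0331 (0.0331 to 0.268 over the alternatives). Afp (-0.71 ± 0.21, adjusted p = 0.226), Bmp4 (-0.91 ± 0.32, adjusted p = 0.377), Lgr4 (-0.39 ± 0.12, adjusted p = 0.253) and Fgf1 (-0.35, adjusted p = 0.506) were lower without a call. Lgr4 in hepatocyte KO replicate 1 had 14.6 FPKM against 16.0 to 16.1 in the other 3. All 6 were also lower in KO tissue, where Lgr4 passed only without tissue WT replicate 1 (-0.43). Of 25 cell cycle genes, among them Ube2c (0.73 ± 0.42, adjusted p = 0.673), 15 were higher and 10 lower in KO hepatocytes (camera adjusted p = 0.588).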

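Gstm2, a glutathione transferase gene (ENSMUSG00000040562, chromosome 3 from 107981702 to 107986453 of mm10), had 34.5 ± 2.23 FPKM in WT and 97.3 ± 21.8 FPKM in KO hepatocytes (SD, n = 4 each) and was raised by 1.43 ± 0.18 on the log2 scale (standard error, edgeR adjusted p = 0.00126). The annexin gene Anxa5 (ENSMUSG00000027712, chromosome 3 from 36448925 to 36475843) had 25.6 ± 3.27 and 47.1 ± 9.9 FPKM and was raised by 0.80 ± 0.16 (adjusted p = 0.0362). In each of these genes all KO values lay above all WT values (exact permutation p = 0.0286). Stk39 (0.73, adjusted p = 0.399) and Pdcd6 (0.31, adjusted p = 0.514), of the same panel, were higher without a call. Anxa5 lost its call without hepatocyte WT replicates 1, 2 or 3 or KO replicates 1, 3 or 4 (0.0604 to 0.128). It also lost it with a block by neighbouring animal number, with GC and length trends removed, and in the fit of hepatocytes alone (4.76e-04 to 0.166 over all alternatives).
Of 24 NRF2 and glutathione genes, Gstm2 and Gstm6 (0.87 ± 0.17, adjusted p = 0.0342) were called in hepatocytes and 3 passed when adjusted over the list alone. The list stood higher by camera (adjusted p = 0.00439, adjusted p = 0.497 with an estimated correlation) with 14 of 24 genes higher. The count of 2 was 1 without hepatocyte WT replicates 2 or 4 or KO replicates 2, 3 or 4 and with GC and length trends removed. Of 22 heat shock genes, among them Hspa8 (0.45) and Dnaja1 (0.44), 17 were higher (camera adjusted p = 0.00505, adjusted p = 0.583 with an estimated correlation). In tissue 21 of 24 NRF2 genes were higher (camera adjusted p = 2.14e-04, adjusted p = 0.518 with an estimated correlation).
The lipid regulator gene Pparg (ENSMUSG00000000440, chromosome 6 from 115361221 to 115490401) had 2.34 ± 1.94 FPKM in WT and 7.87 ± 1.52 FPKM in KO hepatocytes (1.69 ± 0.49, adjusted p = 0.208). Cyp2e1, a cytochrome P450 gene, had 3003 ± 465 and 5134 ± 758 FPKM (0.70 ± 0.16, adjusted p = 0.081). DESeq2 called Pparg at 0.0344 (0.0344 to 0.309 over the alternatives) and Cyp2e1 at 0.0037 (0.0037 to 0.224). With edgeR Pparg passed without hepatocyte WT replicate 1 (2.36) and Cyp2e1 without hepatocyte KO replicate 1 (0.82). Soat2 (0.58 ± 0.19, adjusted p = 0.285), Fitm1 (0.93 ± 0.37, adjusted p = 0.452) and Acot7 (0.23, adjusted p = 0.617) were higher without a call. Among 15 PPARG and lipid droplet genes, led by Mogat1 (2.91 ± 0.66, adjusted p = 0.0805) and Vldlr (1.77 ± 0.50, adjusted p = 0.197), 13 were higher with a median of 0.71. That list passed camera with the preset correlation (adjusted p = 2.22e-06) and with an estimated one (adjusted p = 0.0172), and 4 members passed when adjusted over the list alone.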

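Gstm2 differed by 0.35 ± 0.18 in whole liver (log2 change ± standard error, n = 4 per genotype, edgeR adjusted p = 0.349), and Pparg by 0.25 ± 0.48 (adjusted p = 0.821), each less than in hepatocytes. Esr1 changed by -0.84 ± 0.21 in tissue (adjusted p = 0.179), and Anxa5 had 34.3 ± 4.82 FPKM in WT and 57.1 ± 8.41 FPKM in KO tissue (SD, n = 4 each; 0.74 ± 0.16, adjusted p = 0.179). DESeq2 called Esr1 at 0.0289 (0.0289 to 0.719 over the alternatives) and Anxa5 at 0.00954 (0.00954 to 0.538). In edgeR without tissue WT replicate 1 Esr1 (-0.97) and Anxa5 (0.67) passed as well.
Over the 21 genes of Figure 2, A to D, 18 had the larger size of change in hepatocytes and 19 had the same sign in tissue and hepatocytes. The difference between hepatocytes and tissue was tested for each gene by the interaction contrast of edgeR. It was called for 0 of the 21, and 4 had an unadjusted p under 0.05. Over all 12507 genes that contrast called 0 with edgeR, 36 with DESeq2 and 3 with limma on log2(FPKM + 1), while 1002 had an unadjusted p under 0.05. Without the count filter it called 3. Leaving out tissue WT replicate 1 or hepatocyte WT replicate 4 gave 4, and hepatocyte WT replicates 2 or 3 gave 1.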

Many genes within these functional categories were up- or downregulated more markedly in isolated hepatocytes than in whole-liver tissue, suggesting that these gene expression changes were hepatocyte specific. 

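In hepatocytes Mgp, the matrix Gla protein gene, had 0 FPKM in all 4 WT and 3 of 4 KO preparations and 0.738 FPKM in KO replicate 1. Krt19, a keratin gene of bile duct cells, had 0.0246 ± 0.0309 FPKM in WT and 0.0416 ± 0.0596 FPKM in KO hepatocytes (SD, n = 4 each). No fold change is given in the text for Mgp or Krt19 in hepatocytes, where they lie at the detection limit of these libraries. The osteopontin gene Spp1 had 0.827 ± 0.237 and 2.2 ± 1.29 FPKM in WT and KO hepatocytes (1.31 ± 0.33 on the log2 scale, edgeR adjusted p = 0.133), and DESeq2 called it at 0.00937 (0.00937 to 0.3 over the alternatives). Slc26a10, a gene of the anion exchanger family, had 0.67 ± 0.332 and 0.901 ± 0.628 FPKM there. Its value in hepatocyte KO replicate 2 was 1.83 FPKM against 0.441 to 0.677 FPKM in the other 3.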

Several differentially regulated genes were nearly undetectable in isolated hepatocytes and showed differences only in whole-liver tissue, suggesting a non–parenchymal cell source. These included upregulation of extracellular matrix (Figure 2E) and biliary cell–specific genes (Figure 2F) in FAK^fl/fl^ Alb-Cre^+^ whole-liver tissues as compared with controls. These results suggest that liver epithelial FAK deficiency reduces hepatocyte-specific synthetic and proliferative functions, while increasing hepatocyte cell stress and lipid metabolism, and inducing activation of extracellular matrix and biliary cells within the liver.

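Mgp (ENSMUSG00000030218, chromosome 6 from 136872436 to 136875805 of mm10) had 1.2 ± 0.386 FPKM in WT and 5.18 ± 1.68 FPKM in KO whole liver (SD, n = 4 each), a log2 change of 2.10 ± 0.61 (standard error, edgeR adjusted p = 0.185). Spp1 had 10.2 ± 2 and 16.9 ± 3.74 FPKM (0.73 ± 0.27, adjusted p = 0.221). Krt19 (ENSMUSG00000020911, chromosome 11 from 100140810 to 100148665) had 0.611 ± 0.262 and 1.99 ± 0.51 FPKM (1.69 ± 0.49, adjusted p = 0.185), and Slc26a10 had 0.987 ± 0.51 and 3.13 ± 0.616 FPKM (1.67 ± 0.46, adjusted p = 0.185). In each of the 4 genes all KO livers lay above all WT livers (exact permutation p = 0.0286), and none passed the adjustment over all genes with edgeR. Limma on log2(FPKM + 1) called Mgp and Krt19 at 0.00289 (0.00289 to 0.791 over the alternatives for Mgp, to 0.753 for Krt19), and Krt19 passed in edgeR without tissue WT replicate 1 (1.96). Slc26a10 in tissue KO replicate 3 stood apart at 4.05 FPKM from 2.75 to 2.85 FPKM in the other 3.
Thy1, a surface protein gene of portal fibroblasts, had 0.48 ± 0.152 and 1.98 ± 0.416 FPKM in WT and KO tissue (2.05 ± 0.36, adjusted p = 0.0755). Of 11 portal fibroblast and mesothelial genes, 9 were higher in KO tissue with a median of 0.90, among them Thy1 and Eln (1.46 ± 0.48, adjusted p = 0.195). That list gave a camera adjusted p of 4.87e-05 (adjusted p = 0.186 with an estimated correlation), and 3 members passed when adjusted over the list alone. Of 15 biliary genes, with Anxa13 first by p-value (2.33 ± 0.52, adjusted p = 0.179), 9 were higher (median 0.09, camera adjusted p = 0.0504), and 2 passed when adjusted over the list alone. Of 20 collagen and matrix genes 14 were lower in KO tissue (camera adjusted p = 0.627). With each library's GC and length trend removed the log2 change of Spp1 was 0.42, and with tissue WT replicates 2 and 4 left out Slc26a10 had 1.15.

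**Figure D3:**
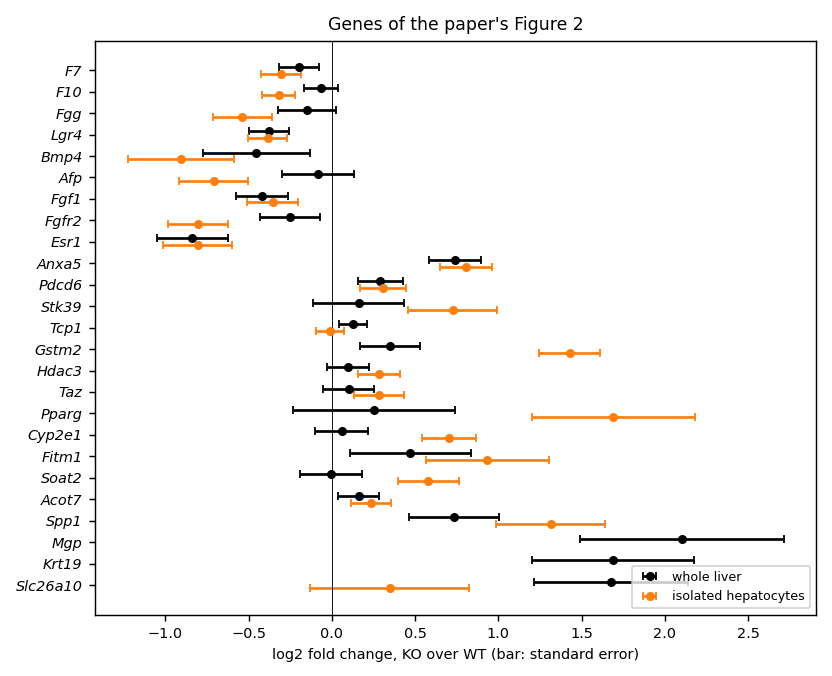
Log2 fold change of KO against WT for the genes of Figure 2 in whole liver and in hepatocytes, from edgeR on counts. Mgp and Krt19 lie at the detection limit in hepatocytes. Bars are standard errors (n = 4 libraries per group).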

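Cholesterol synthesis genes were higher in KO hepatocytes for 22 of 22 members (median 0.74, n = 4 per genotype, camera adjusted p = 3.44e-06, adjusted p = 0.649 with an estimated correlation) and lower in KO tissue for 21 of 22 (adjusted p = 0.00838, adjusted p = 0.883 with an estimated correlation). Fatty acid synthesis genes were higher in 14 of 20 members in hepatocytes (adjusted p = 0.0383, adjusted p = 0.694 with an estimated correlation) and lower in 19 of 20 in tissue (adjusted p = 0.00194, adjusted p = 0.883 with an estimated correlation). Complement genes were lower in hepatocytes for 14 of 19 members (adjusted p = 0.00183, adjusted p = 0.429 with an estimated correlation), and so were 15 of 18 endothelial genes (adjusted p = 0.00134, adjusted p = 0.649 with an estimated correlation). Of 12 list tests called in hepatocytes 1 held with an estimated correlation, the PPARG and lipid droplet list, and of 5 called in tissue none did.
The paper starts from lowered coagulation and proliferation genes and raised stress and lipid genes. It adds a rise of matrix and biliary genes that it reports only in tissue. From these it proposes that loss of FAK in liver epithelium lowers hepatocyte synthesis and proliferation and raises stress and lipid metabolism. It further proposes that matrix-producing and biliary cells are activated. Of the genes it shows for these classes in Figure 2, the edgeR test called Gstm2 and Anxa5 in hepatocytes and none in tissue. For the matrix gene Spp1 the log2 change was 1.31 in hepatocytes and 0.73 in tissue, so its rise was not confined to tissue. DESeq2 called Spp1 in hepatocytes, and edgeR called it in neither.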

### Liver epithelial FAK-deficient mice show greater signs of liver injury and steatosis with increased age as compared with age-matched controls.

To determine whether gene expression indicating increased cell stress and lipid metabolism in FAK-deficient hepatocytes manifested phenotypically with time, we analyzed the serum liver function tests and liver histology of FAK^fl/fl^ Alb-Cre^+^ mice and FAK^fl/fl^ Alb-Cre^–^ littermate controls less than 40 g at 6 months of age. We found that liver epithelial FAK deletion induced liver injury and steatosis and that the effect differed between male and female mice. Two-way ANOVA indicated significant interaction (*P* = 0.025) between the effects of genotype (WT vs. FAK^–/–^) and sex (male vs. female) on serum alanine transaminase (ALT) levels (Figure 3A). Simple main effect analysis showed that FAK^fl/fl^ Alb-Cre^+^ mice had significantly higher ALT than WT littermates (*P* = 0.028), indicating greater hepatocellular injury. However, higher ALT was observed only in male FAK^fl/fl^ Alb-Cre^+^ compared with male FAK^fl/fl^ Alb-Cre^–^ mice; female FAK^fl/fl^ Alb-Cre^+^ and FAK^fl/fl^ Alb-Cre^–^ mice showed no difference. For alkaline phosphatase, sex was the main source of variation, with female mice showing higher levels than male mice (*P* = 0.002). These results suggest that absence of liver epithelial FAK signaling induces liver injury with time and that manifestations are sexually dimorphic.

Histologic analysis demonstrated increased steatosis, without evidence of steatohepatitis or fibrosis, in the livers of 6-month-old FAK^fl/fl^ Alb-Cre^+^ mice compared with age-matched controls (Figure 3B). A liver pathologist scored the severity of steatosis, and 2-way ANOVA indicated that FAK genotype was a significant source of variation (*P* = 0.007). Post hoc analysis demonstrated that male FAK^fl/fl^ Alb-Cre^+^ mice had significantly more steatosis than male controls, and female FAK^fl/fl^ Alb-Cre^+^ mice showed a similar trend compared with female controls (Figure 3C). These results show that increased expression of cell stress and lipid metabolism genes in FAK^fl/fl^ Alb-Cre^+^ mice eventually correlates with development of liver injury and steatosis as mice age.

### Liver epithelial FAK-deficient mice had significantly higher early mortality after bile duct ligation as compared with controls.

Because liver epithelial FAK deficiency led to gradual hepatocellular damage with aging, we hypothesized that absence of epithelial FAK signaling would also impair adaptive responses to acute liver injury. Bile duct ligation is a surgical model of obstructive cholestasis that leads to severe liver fibrosis in 4 weeks (48). We performed bile duct ligation on male and female FAK^fl/fl^ Alb-Cre^+^ or FAK^fl/fl^ Alb-Cre^–^ mice between the ages of 6 and 8 weeks. Whereas the majority of FAK^fl/fl^ Alb-Cre^–^ control mice survived the immediate postoperative period, the vast majority of FAK^fl/fl^ Alb-Cre^+^ mice died within the first few days after the procedure (Figure 4A). Eleven out of 20 FAK^fl/fl^ Alb-Cre^–^ mice (55%) survived up to the end of the 5-week experimental period and developed fibrotic liver disease consistent with the model. In contrast, the median survival of FAK^fl/fl^ Alb-Cre^+^ mice after bile duct ligation was only 2 days, and only 2 out of 14 mice (14%) remained alive at 5 weeks. Survival rates did not differ between male and female mice. Liver histology of FAK^fl/fl^ Alb-Cre^+^ mice that died 1 day after bile duct ligation did not show obvious signs of liver parenchymal disruption or damage (Figure 4B). FAK^fl/fl^ Alb-Cre^+^ mice that survived until week 5 showed similar patterns of liver inflammation, parenchymal necrosis, and fibrosis as compared with FAK^fl/fl^ Alb-Cre^–^ controls. Nevertheless, these results suggest that liver epithelial cell FAK expression is critical for the immediate adaptive response to acute obstructive cholestatic injury.

### Liver epithelial FAK-deficient mice develop more severe liver injury and fibrosis in response to 3,5-diethoxycarbonyl-1,4-dihydrocollidine as compared with controls.

Bile duct ligation caused rapid early mortality in FAK^fl/fl^ Alb-Cre^+^ mice, and very few mice survived long enough to develop fibrosis. Therefore, to determine the effect of absent liver epithelial FAK signaling on fibrogenesis, we turned to the 0.1% 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) diet model that induces more gradual obstructive cholestasis and biliary fibrosis (49). All FAK^fl/fl^ Alb-Cre^–^ and FAK^fl/fl^ Alb-Cre^+^ mice on the DDC diet survived until the 4-week endpoint. Male FAK^fl/fl^ Alb-Cre^+^ mice lost significantly more weight than male FAK^fl/fl^ Alb-Cre^–^ controls, whereas weight loss did not differ between female FAK^fl/fl^ Alb-Cre^+^ and FAK^fl/fl^ Alb-Cre^–^ mice (Figure 5A). Compared with their littermate controls, both male and female FAK^fl/fl^ Alb-Cre^+^ mice demonstrated increased cholestasis, as indicated by serum total bilirubin and alkaline phosphatase, and hepatocellular injury, as indicated by serum AST (Figure 5B). Histologic analysis showed similar periportal inflammation, ductular reaction, and fibrosis between the 2 groups (Figure 5C). Quantitation of hydroxyproline to determine collagen content indicated that the livers of male FAK^fl/fl^ Alb-Cre^+^ mice had significantly more collagen, and thus more fibrosis, than those of male littermate controls (Figure 5D). Male FAK^fl/fl^ Alb-Cre^+^ mice also showed significantly more hydroxyproline than female FAK^fl/fl^ Alb-Cre^+^ mice. Using quantitative real-time reverse transcription PCR (qRT-PCR), we further analyzed the mRNA expression of fibrillar (*Col1a1*, *Col1a2*, *Col3a1*), microfibrillar (*Col6a1*), and fibril-associated (*Col12a1*) collagen species that are elevated in fibrotic liver diseases (50). We found that female WT FAK^fl/fl^ Alb-Cre^–^ mice showed higher expression of these collagen genes than male WT FAK^fl/fl^ Alb-Cre^–^ mice, suggesting that female mice developed more severe fibrosis compared with male mice at baseline. Importantly, the livers of male FAK^fl/fl^ Alb-Cre^+^ mice showed greater mRNA expression of all of these collagen species than did livers of male WT littermates (Figure 5E). These results indicate that liver epithelial FAK deficiency leads to increased DDC-induced liver fibrosis in male mice.

### Hepatocyte-specific FAK deletion results in greater expression of fibrotic collagen genes in response to DDC-induced fibrosis as compared with controls.

Studies suggest that FAK^fl/fl^ Alb-Cre^+^ mice delete FAK both from hepatocytes and cholangiocytes at the fetal liver stage (43–47). To determine the effect of absent hepatocyte FAK signaling immediately before profibrotic liver injury, we injected FAK^fl/fl^ mice with adeno-associated virus serotype 8–thyroxine binding globulin–Cre (AAV8-TBG-Cre) vector to induce FAK deletion only in hepatocytes (51). Control FAK^fl/fl^ mice were given AAV8-TBG-Null that did not express the Cre recombinase. DDC diet was initiated 2 weeks after viral vector administration, when liver FAK expression in AAV8-TBG-Cre–treated mice was reduced to less than 15% of WT control levels (Supplemental Figure 3).

In contrast to FAK^fl/fl^ Alb-Cre^+^ mice, male FAK^fl/fl^ mice injected with AAV8-TBG-Cre did not have greater weight loss than male mice treated with AAV8-TBG-Null (Figure 6A). Female FAK^fl/fl^ mice treated with AAV8-TBG-Cre initially lost weight more rapidly than female controls, though weights became comparable later. Total bilirubin levels were slightly lower in AAV8-TBG-Cre–treated mice compared with controls; alkaline phosphatase, AST, and ALT did not show significant differences (Figure 6B). Weight and serum liver function tests of mice treated with Null- and Cre-virus did not significantly change when DDC diet was extended to 8 weeks as compared with 4 weeks (data not shown). FAK^fl/fl^ mice treated with Null- and Cre-virus demonstrated similar levels of periportal inflammation, ductular reaction, and fibrosis (Figure 6C). Although no differences in liver collagen were detected by hydroxyproline assay (Figure 6D), AAV8-TBG-Cre–treated mice showed greater mRNA expression of fibrotic collagen genes as compared with controls (Figure 6E). Interestingly, in contrast to FAK^fl/fl^ Alb-Cre^+^ mice in which fibrotic collagen mRNA expression was increased only in males, AAV8-TBG-Cre–mediated FAK deletion led to increased collagen mRNA expression in both sexes. These results indicate that AAV-mediated hepatocyte FAK deletion produced less severe DDC-induced liver injury and fibrosis than Alb-Cre–mediated liver epithelial FAK deletion, but both methods of FAK deletion led to increased expression of fibrotic collagens.

### RNA-Seq analysis shows upregulation of several fibrosis regulatory pathways in FAK^fl/fl^ Alb-Cre^+^ mice and FAK^fl/fl^ mice treated with AAV8-TBG-Cre, compared with their respective controls.

We hypothesized that the absence of FAK signaling in hepatocytes activated profibrotic pathways, leading to increased transcription of fibrotic collagens. To identify these pathways, we performed RNA-Seq analysis on DDC-induced fibrotic whole-liver tissue from FAK^fl/fl^ Alb-Cre^+^ and FAK^fl/fl^ Alb-Cre^–^ mice (“Bred” method of FAK deletion), as well as FAK^fl/fl^ mice treated with AAV8-TBG-Cre or AAV8-TBG-Null (“Virus” method of FAK deletion). 

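Ptk2 fell in fibrotic livers under each way of deletion. Bred livers had 6.5 ± 1.66 FPKM in WT and 2.16 ± 0.168 FPKM in KO mice (SD, n = 3 each), a log2 change of -1.70 ± 0.19 (standard error, edgeR adjusted p = 0.003). Virus livers had 5.99 ± 0.545 and 2.81 ± 0.336 FPKM (-1.26 ± 0.19, adjusted p = 0.00575). Over the 2 methods the mean change of Ptk2 was -1.48 ± 0.13 (adjusted p = 7.23e-04). All 3 KO values lay below all 3 WT values within each method. In a fit of the Bred libraries alone the adjusted p of Ptk2 was 0.0607.
The experiment holds 12 whole-liver libraries from mice fed 0.1% DDC, 3 each of Bred WT, Bred KO, Virus WT and Virus KO. The diet lasted 4 to 8 weeks, and its length is not given for single mice. The authors made counts per gene and FPKM from them as for the unfed mice. Genotype and method were fitted together with edgeR (quasi-likelihood F test, TMM scaling, 13955 genes after the count filter, Benjamini-Hochberg adjustment). Contrasts gave the genotype effect in Bred, in Virus and over both, the difference between the methods (interaction), the method effect in WT mice, and a test of any term.
Library totals were 18116186 to 20428773 counts in Bred and 15795289 to 20067408 in Virus mice. GC content was compared with the deviation of each gene from its mean. The Spearman rho was -0.52, -0.08 and -0.02 in Bred WT replicates 1 to 3 and -0.07, 0.35 and 0.41 in Bred KO replicates 1 to 3. Within each replicate number the KO value was the higher, so GC content moved with genotype there. Without regard to number the groups overlapped, as KO replicate 1 lay between WT replicates 2 and 3. The log2 change between KO and WT had a rho with GC content of 0.46 in Bred and 0.13 in Virus mice across genes, which are not independent replicates. Those rho values cover 11535 genes of higher mean count. Over all tested genes with a GC value the Bred rho was 0.43, and 0.27 without Bred WT replicate 1.

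**Figure D4:**
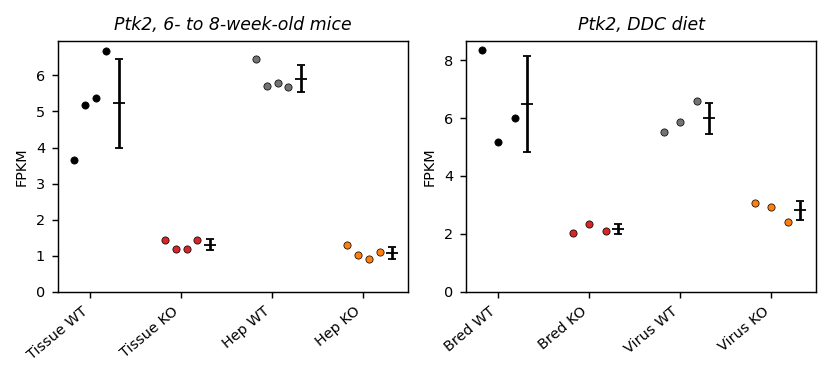
FPKM of Ptk2 in each library of WT and KO whole liver, hepatocytes and DDC-fed Bred and Virus livers. Points are libraries and bars are mean and SD (n = 4 per group in unfed mice, n = 3 on DDC).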

We defined FAK genotype (WT vs. KO) and method of FAK deletion (Bred vs. Virus) as independent variables in 2-way ANOVA, which revealed 896 significantly differentially regulated genes. 

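The protease genes Mmp24 (1.80 ± 0.27, edgeR adjusted p = 0.0058) and Adamts14 (1.57 ± 0.21, adjusted p = 0.0044) were raised in KO livers over both methods (log2 change ± standard error, n = 6 per genotype). Necab1, a calcium-binding protein gene (-0.83 ± 0.10, adjusted p = 0.00332), the crystallin family gene Cryl1 (-0.98 ± 0.16, adjusted p = 0.00804) and the peroxisomal enzyme gene Ehhadh (-0.91 ± 0.17, adjusted p = 0.0116) fell. In Virus mice alone Mmp24 had 0.60 (adjusted p = 0.406, interaction adjusted p = 0.031), Adamts14 0.74 (adjusted p = 0.199), Necab1 -0.45 (adjusted p = 0.104) and Cryl1 -0.47 (adjusted p = 0.283), so the changes of these 4 were called in Bred mice and not in Virus mice, and Ehhadh had -1.02 (adjusted p = 0.0391). The 5 calls over both methods held in 12 of 12 fits that left out a library and under every other setting.
The genotype term over both methods called 894 of 13955 genes, 455 higher and 439 lower in KO livers, and 3548 had an unadjusted p under 0.05. The interaction of genotype and method called 448, and the test of any term 3232. Under log2(FPKM + 1) with a 2-way linear model the genotype term called 1011, of which 912 were higher and 99 lower. With GC and length trends removed it called 884, 322 higher and 562 lower. With the replicate number as a block it called 1751 and with DESeq2 1780. The interaction count was 881 with DESeq2 and 83 with the FPKM model, and the count of any term 4878 with DESeq2. The paper does not state which of its terms gave its number. FPKM is scaled to library totals without TMM factors. Those factors were 1.04 to 1.07 in Virus KO and 0.93 to 0.96 in Virus WT livers. In Bred livers they were 0.97 to 1.09 in KO and 0.95 to 0.98 in WT mice. FPKM therefore tends to stand higher in KO against WT livers than TMM-scaled values do. How far this made the FPKM model call more higher genes was not tested.
The count of 894 was 319 without Bred KO replicate 3, and without Virus WT replicates 1 to 3 it was 512, 333 and 506. Without Virus KO replicates 1 to 3 it was 301, 417 and 322. The interaction count was 290 without Bred WT replicate 3, 188 without Bred KO replicate 2, 159 and 245 without Virus WT replicates 1 and 3, and 118, 184 and 167 without Virus KO replicates 1 to 3. That of any term was 1760 and 2081 without Virus WT replicates 1 and 2. Median GC content was 55.5% for the raised and 46.2% for the lowered genes, against 49.7% for all genes tested.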

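Itpkc, an inositol phosphate kinase gene, had 4.1 ± 0.785 FPKM in Bred WT, 8.74 ± 0.496 in Bred KO, 16.4 ± 2.81 in Virus WT and 5.22 ± 0.242 in Virus KO livers (SD, n = 3 each). The bile acid receptor gene Nr1h4 had 45.5 ± 0.457, 32.8 ± 3.35, 14.6 ± 1.45 and 37 ± 6.37 FPKM in the same order. The activin subunit gene Inhbb had 2.69 ± 0.948, 9.57 ± 2.7, 20.7 ± 7.1 and 4.82 ± 1.11 FPKM. In each of the 3 genes the WT groups lay further apart than the KO groups, and the genotype effect had opposite signs in Bred and Virus mice.
Between the WT groups of the methods, 2290 genes differed in edgeR (1179 higher in Bred WT and 1111 lower, 4534 at an unadjusted p under 0.05). The count was 1119 without Virus WT replicate 1 and 1377 without Virus WT replicate 3. The groups differ in Alb-Cre breeding against vector injection, and effects of age, litter or the start or length of the diet were not tested.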

We hierarchically classified these genes into 8 clusters based on their expression patterns across the 4 groups: Virus WT, Bred WT, Virus KO, and Bred KO (Figure 7, A and B). We were most interested in genes that were highly upregulated in KO mice induced by both Bred and Virus methods of deletion as compared with their respective WT controls (i.e., cluster 7). 

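Smo, Nkd1, Ephb4, Mmp14 and 13 further genes were raised in KO livers in Bred and in Virus mice separately, and Ptk2, Ephx1, Gsta2 and 8 others were lowered in each (edgeR, n = 3 per group). Ephb4 and Mmp14 were chosen for naming after values were seen. In Bred mice the largest calls included Sult1e1, an estrogen sulfotransferase gene (6.20 ± 1.07 on the log2 scale with its standard error, adjusted p = 0.00969), Mmp24 (3.00 ± 0.39, adjusted p = 0.00449), the cytochrome P450 gene Cyp4a12a (-4.40 ± 0.67, adjusted p = 0.00771) and Cyp2f2 (-2.96 ± 0.41, adjusted p = 0.00605). In Virus mice they included Nrep (2.40 ± 0.33, adjusted p = 0.00373), the transcription factor gene Maff (-2.32 ± 0.26, adjusted p = 0.0013), the scaffold gene Akap12 (-2.28 ± 0.26, adjusted p = 0.00146) and Slc10a6 (-3.37 ± 0.47, adjusted p = 0.00373).
The Bred effect called 872 genes (442 higher, 430 lower) and the Virus effect 371 (197 higher, 174 lower). Unadjusted, 3427 and 2612 genes had p under 0.05. Of all 13955 genes tested 3424 in Bred and 4505 in Virus mice had no overlap of KO and WT values, where chance gives 10%. The 17 genes raised in each compare with 6.24 by chance (Fisher exact p = 1.79e-04) and the 11 lowered in each with 5.36 (Fisher exact p = 0.0232). Another 28 were called with opposite signs, where chance gives 11.6. Of these 21 were raised in Bred and lowered in Virus mice (5.51 by chance, Fisher exact p = 1.46e-07) and 7 the reverse (6.07 by chance, Fisher exact p = 0.675). The Fisher test treats genes as independent, and both effects come from 1 fit that shares the spread of each gene. Overlap stood above chance for the 28 genes of opposite sign as well, so these p-values do not by themselves show a shared response. At an adjusted p under 0.1 the shared genes were 55 raised and 44 lowered, and under 0.01 they were 1 and 1. Those of opposite sign were 99 under 0.1 (53.9 by chance) and 3 under 0.01. Across genes, which are not independent replicates, the log2 changes of the methods had a correlation of 0.03 (Pearson) and 0.13 (Spearman).
Without Bred WT replicate 1, KO replicate 2 or KO replicate 3 the Bred count was 315, 248 and 316. With the replicate number as a block it was 1735, with DESeq2 1690, with the FPKM model 563 (458 higher, 105 lower), and in a fit of the 6 Bred libraries alone 0, with 2360 unadjusted. With GC and length trends removed it was 660 (273 higher, 387 lower). The Virus count was 82, 172 and 179 without WT replicates 1 to 3 and 64, 96 and 89 without KO replicates 1 to 3. It was 927 with DESeq2, 234 with the FPKM model (197 higher, 37 lower), 625 with GC and length trends removed and 1306 in a fit of the 6 Virus libraries alone.

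**Figure D5:**
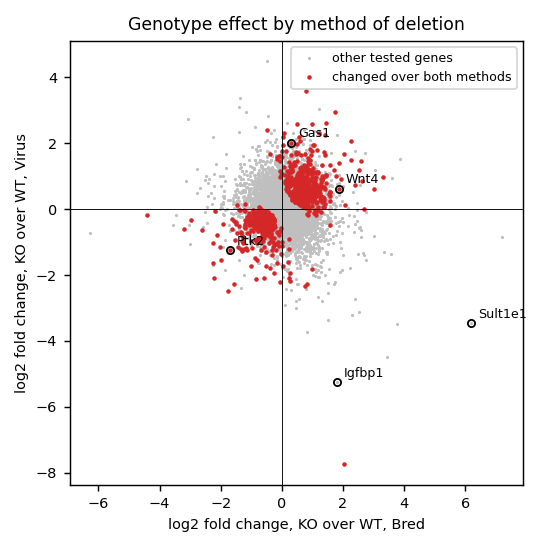
Log2 fold change of KO against WT in Virus livers against that in Bred livers for each of 13955 genes tested with edgeR. Genes called over both methods are coloured, and named genes are labelled.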

We hypothesized that genes with this expression profile represented pathways that were most robustly upregulated as a result of FAK deficiency in hepatocytes. Indeed, GO analysis of genes highly upregulated in both Bred and Virus methods of FAK deletion revealed several important fibrosis regulatory pathways (Figure 7C and Table 1). 

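Lhx2, a LIM homeobox gene that Table 1 lists under polarity, had 0.762 ± 0.126 FPKM in Virus WT and 3.31 ± 0.558 FPKM in Virus KO livers (SD, n = 3 each; log2 change 1.95 ± 0.31, edgeR adjusted p = 0.00909). Over both methods it was raised by 1.5 ± 0.22 (adjusted p = 0.00569), a call that every setting and every left-out library kept. Eid2 (0.96 ± 0.16, adjusted p = 0.00908) and Smad6 (0.69 ± 0.14, adjusted p = 0.0192), of the TGF-β class, were raised over both methods too. Smad6 had an adjusted p of 0.0539 with GC and length trends removed.
Of the 48 genes of Table 1, all 48 were higher in KO livers over both methods, with a median of 0.55, and 27 were called. In Bred mice 47 were higher and 22 called (median 0.62), and in Virus mice 43 were higher and 8 called (median 0.47). When adjusted over the 48 alone the calls were 45 over both methods, 40 in Bred and 17 in Virus mice. The table was chosen by the study from these same libraries, so the tallies are not independent evidence. Smo was called in each method separately, the only gene of the 48 to be so.
The Bred count of 22 was 7 without WT replicate 1, 8 without KO replicates 2 or 3, 13 with GC and length trends removed and 0 in an edgeR fit of the 6 Bred libraries alone (33 at an unadjusted p under 0.05, and 27 called by DESeq2 on all 12 libraries). The Virus count of 8 was 3 without any of the 6 Virus libraries, 14 with DESeq2, 5 with the FPKM model and 15 in a fit of the 6 Virus libraries alone. The count of 27 over both was 13 without Bred KO replicate 3, 15 without Virus WT replicate 2, 12 without Virus KO replicate 1, 16 without Virus KO replicates 2 or 3 and 42 with the FPKM model.

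**Figure D6:**
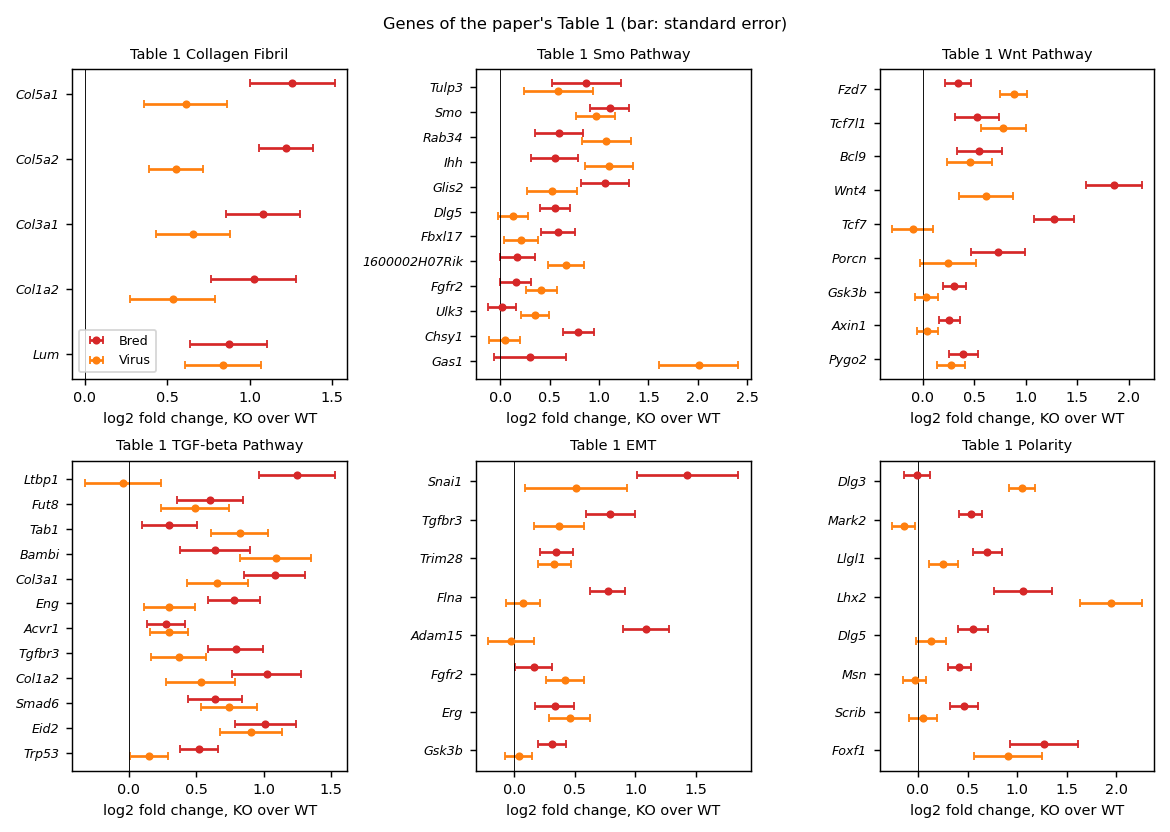
Log2 fold change of KO against WT for the 48 genes of Table 1 in Bred and Virus livers, from edgeR on counts. Bars are standard errors (n = 3 libraries per group).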

Confirming qRT-PCR results reported in Figure 5 and Figure 6, RNA-Seq analysis identified collagen fibril-forming genes as a significant functional category (*P* < 0.001) upregulated in both Bred and Virus KO mice. In addition, smoothened (Smo), Wnt, TGF-β, epithelial-mesenchymal transition, and polarity pathways were significantly upregulated both in Bred and Virus KO mice, as compared with their respective controls. 

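Col5a2 (ENSMUSG00000026042, chromosome 1 from 45374321 to 45503282 of mm10), a fibrillar collagen gene, had 2.24 ± 0.246 FPKM in Bred WT, 5.66 ± 0.724 in Bred KO, 2.46 ± 0.488 in Virus WT and 4.04 ± 0.431 in Virus KO livers (SD, n = 3 each). It was raised in Bred mice by 1.22 ± 0.17 (edgeR adjusted p = 0.00541), in Virus mice it differed by 0.55 ± 0.17 (adjusted p = 0.0965), and over both it was raised by 0.89 ± 0.12 (adjusted p = 0.0044). Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) had 44.5 ± 10.7, 102 ± 28.5, 42.5 ± 6.99 and 75.1 ± 15.5 FPKM in the same order. It was raised by 1.08 ± 0.23 in Bred mice (adjusted p = 0.0212) and by 0.87 ± 0.16 over both (adjusted p = 0.0122), with 0.66 ± 0.22 in Virus mice (adjusted p = 0.14). Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had 18 ± 8.99, 46.6 ± 20.5, 17.6 ± 3.29 and 31.7 ± 7.08 FPKM. It was raised over both methods (0.98 ± 0.27, adjusted p = 0.0475) and had 1.27 ± 0.38 in Bred (adjusted p = 0.0631) and 0.69 ± 0.37 in Virus mice (adjusted p = 0.347).
Col3a1 and Col5a1 lost their Bred calls without Bred WT replicate 1, KO replicate 2 or KO replicate 3 (0.0534 to 0.0687), and Col1a1 its call over both methods without any library but Bred WT replicate 3 and KO replicate 1 (0.0695 to 0.114). Those last 2 removals gave Col1a1 a call in Bred mice (1.69 and 1.60), and so did the replicate number as a block (1.26, adjusted p = 0.00532). Col1a1 also lost the call over both methods with the FPKM model and with GC and length trends removed.
Of 20 collagen and matrix genes all were higher in Bred KO livers (median 1.01), and 9 were called, first by p-value Col5a2, Col5a1 (1.26 ± 0.26, adjusted p = 0.0187), Loxl2 (1.26 ± 0.26, adjusted p = 0.021) and Col3a1. The list had a camera adjusted p of 4.21e-14 in Bred (adjusted p = 0.106 with an estimated correlation), of 4.47e-05 in Virus (adjusted p = 0.449 with an estimated correlation) and of 1.61e-15 over both (adjusted p = 0.0709 with an estimated correlation). In Virus mice 19 of 20 were higher, and Lum had 0.84 ± 0.23 (adjusted p = 0.0748). Over both methods 13 were called. Adjusted over the list alone, 17 were called in Bred, 5 in Virus and 17 over both. The Bred count was 2 without WT replicate 1, 3 without KO replicate 2, 2 without KO replicate 3, 16 with the replicate number as a block, 15 with DESeq2 and 14 without the count filter. The count over both was 5 without Bred KO replicate 3 or Virus KO replicates 1 or 3, 6 without Virus WT replicate 2, 7 without Virus WT replicate 3 and 8 without Bred KO replicate 2. With GC and length trends removed 9 were called in Bred mice and 10 over both.

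**Figure D7:**
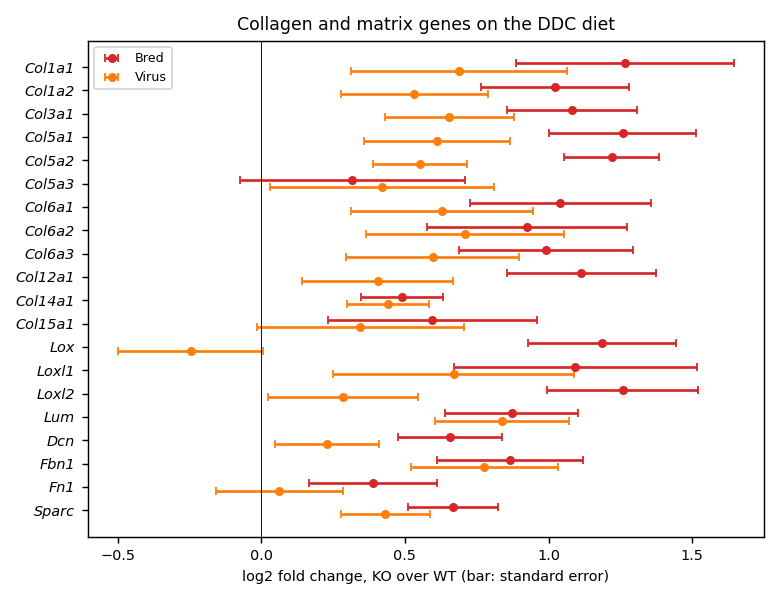
Log2 fold change of KO against WT for 20 collagen and matrix genes in Bred and Virus livers, from edgeR on counts. Bars are standard errors (n = 3 libraries per group).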

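Nkd1, a Wnt target gene (1.03 ± 0.15 on the log2 scale, standard error, n = 6 per genotype, edgeR adjusted p = 0.0058), and Rnf43, a Wnt receptor ligase gene (0.91 ± 0.15, adjusted p = 0.00908), were raised over both methods. Gas1, a hedgehog co-receptor gene, was raised in Virus mice by 2.01 ± 0.40 (adjusted p = 0.0248), a call lost without any of the 6 Virus libraries (0.0537 to 0.102) and with the FPKM model. In Bred mice Ltbp1, a TGF-β binding protein gene (1.25 ± 0.28, adjusted p = 0.0259), was raised, and so were Tcf7 (1.27 ± 0.20, adjusted p = 0.00771), the protease gene Adam15 (1.09 ± 0.19, adjusted p = 0.0106) and the filamin gene Flna (0.77 ± 0.14, adjusted p = 0.0113). Snai1, a transcription factor gene of epithelial-mesenchymal transition, had 1.43 ± 0.42 in Bred mice (adjusted p = 0.0591). DESeq2, no count filter and the replicate block gave Snai1 a call, as did leaving out Bred KO replicate 1.
For the classes of Table 1 the genes called as raised, Bred then Virus, were 5 and 0 of 5 for collagen, 4 and 4 of 12 for Smo, 2 and 1 of 9 for Wnt, 7 and 1 of 12 for TGF-β, 3 and 0 of 8 for epithelial-mesenchymal transition and 5 and 2 of 8 for polarity. For the counts of 0 in Virus mice, from edgeR, 4 of the 5 and 3 of the 8 had an unadjusted p under 0.05, and DESeq2 called 1 and 0. Adjusted over each class alone the counts were 5 and 4, 7 and 7, 9 and 2, 10 and 5, 6 and 0, and 7 and 2. The classes were built by the study from these libraries and are not independent evidence.
Lists fixed before the data were examined gave, for 30 Wnt genes, 26 higher over both methods, 8 called and 10 adjusted over the list alone (camera adjusted p = 1.28e-07, adjusted p = 0.0693 with an estimated correlation). For 35 TGF-β genes they gave 26 higher, 4 called and 11 adjusted over the list alone (adjusted p = 2.84e-04, adjusted p = 0.0709 with an estimated correlation). Of 15 hedgehog genes 13 were higher, 3 were called, named Smo, Ihh and Gas1, and 5 passed when adjusted over the list alone (adjusted p = 4.69e-04, adjusted p = 0.0709 with an estimated correlation). These lists share members with the genes the paper names from these libraries, among them all 3 called hedgehog genes, Wnt4, Fzd7 and Tgfbr3. They are therefore not independent of the paper's choice. The Wnt count was 5 without Virus WT replicates 2 or 3 or KO replicate 3 and 4 without Virus KO replicate 1, and the hedgehog count was 1 without Virus KO replicate 3. The TGF-β count over both was 8 without Bred WT replicate 3, 7 without Bred KO replicate 1, 1 without Bred KO replicate 3, Virus WT replicate 2 or Virus KO replicate 1, and 2 without Bred KO replicate 2, Virus WT replicate 1 or Virus KO replicates 2 or 3. It was 8 with the block and 9 with DESeq2. In Bred mice the counts were 4 raised and 1 lowered for Wnt, 7 raised for TGF-β and 2 for hedgehog. With the replicate number as a block they were 8 for Wnt and 11 for TGF-β, and with DESeq2 7 and 11. The TGF-β count in Bred mice was 1 without WT replicate 1, 4 without WT replicate 2, 0 without KO replicates 2 or 3 and 4 with GC and length trends removed. The raised Wnt count there was 2 without WT replicate 1, KO replicate 2 or KO replicate 3, the lowered one 0 without KO replicate 3, and the hedgehog count 1 without WT replicates 1 or 3 or KO replicates 2 or 3. With GC and length trends removed the Bred counts were 3 raised and 1 lowered for Wnt, 4 raised for TGF-β and 2 raised for hedgehog. In Virus mice that setting gave 5 raised for Wnt, 2 raised and 2 lowered for TGF-β and 2 raised for hedgehog.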

Smo, Wnt, and TGF-β are master regulatory pathways of fibrogenesis (52–54). Epithelial-mesenchymal transition and changes in planar cell polarity are cellular processes implicated in the progression of fibrosis (55, 56). Consistent with FAK^fl/fl^ Alb-Cre^+^ mice developing more severe disease than FAK^fl/fl^ mice treated with AAV8-TBG-Cre, upregulation of many of these pathways was significantly greater in the Bred model than in the Virus model. 

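Tcf7, a Wnt transcription factor gene, had 2.26 ± 0.326 FPKM in Bred WT, 5.97 ± 0.596 in Bred KO, 2.99 in Virus WT and 3.14 in Virus KO livers (mean ± SD, n = 3 each), and its genotype effect was larger in Bred than in Virus mice by 1.37 ± 0.28 (interaction contrast of edgeR, adjusted p = 0.0229). Adam15 (1.11 ± 0.27, adjusted p = 0.0433) and the kinase gene Mark2 (0.68 ± 0.16, adjusted p = 0.0422) also had the larger effect in Bred mice. The polarity gene Dlg3 had the larger effect in Virus mice (-1.06 ± 0.19, adjusted p = 0.013), where it rose from 1.26 ± 0.0803 to 2.93 ± 0.175 FPKM (1.05 ± 0.13, adjusted p = 0.00242).
Over the 48 genes of Table 1, 33 had the larger change in Bred mice and 15 the smaller, with a median difference of 0.28. The 4 genes above are those called, and 7 larger and 3 smaller passed when adjusted over the 48 alone. All 5 genes of the collagen class had the larger change in Bred mice, 8 of 12 in the TGF-β class, 6 of 8 for epithelial-mesenchymal transition and 6 of 12 in the Smo class. Among the 20 collagen and matrix genes 19 had the larger change in Bred mice (median 0.42, camera adjusted p = 0.0048, adjusted p = 0.562 with an estimated correlation), and the crosslinking enzyme gene Lox was the smallest by p-value (1.43 ± 0.36, adjusted p = 0.05). Of 455 genes raised over both methods 247 were larger in Bred, and the interaction was called in 17 of these and in 18 that were larger in Virus mice.
Tcf7 lost its call without Bred KO replicate 2, Virus WT replicate 1, Virus KO replicate 1 or Virus KO replicate 3 (0.0548 to 0.0697). Adam15 kept its call in 3 of 12 fits that left out a library (others 0.0564 to 0.114) and Mark2 in 1 of 12 (others 0.055 to 0.125, all but Bred KO replicate 1). Adam15 kept it without Bred WT replicates 1 or 2 or Virus WT replicate 2. With the FPKM model Tcf7, Adam15 and Mark2 missed the threshold, and Mark2 did so without the count filter and with GC and length trends removed.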

We examined the expression of key gene members of the Smo, Wnt, and TGF-β pathways (Figure 7, D–F, respectively), and they were significantly more highly expressed in KO than in WT in both Bred and Virus models. These results indicate that multiple cross-regulatory profibrotic pathways are upregulated in the liver because of hepatocyte FAK deficiency in response to chronic fibrogenic injury.

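Smo (ENSMUSG00000001761, chromosome 6 from 29735694 to 29761365 of mm10), the smoothened receptor gene, was raised by 1.11 ± 0.20 in Bred mice (log2 change ± standard error, n = 3 per group, edgeR adjusted p = 0.0111) and by 0.97 ± 0.20 in Virus mice (adjusted p = 0.028). Its Virus call was lost without any of the 6 Virus libraries (0.0578 to 0.113) and with the FPKM model (0.0706). Wnt4, a Wnt ligand gene (ENSMUSG00000036856, chromosome 4 from 137277489 to 137299726), was raised by 1.86 ± 0.27 in Bred mice (adjusted p = 0.00693), where it had 0.757 ± 0.194 and 2.98 ± 0.879 FPKM (SD, n = 3). In Virus mice it had 1.29 ± 0.249 and 2.21 ± 0.314 FPKM (0.62 ± 0.26, adjusted p = 0.234). The receptor gene Fzd7 (ENSMUSG00000041075, chromosome 1 from 59482424 to 59486955) was raised by 0.88 ± 0.13 in Virus mice (adjusted p = 0.00533), with 4.08 ± 0.246 and 8.47 ± 0.941 FPKM. In Bred mice it had 5.72 ± 0.43 and 7.89 ± 0.913 FPKM (0.34 ± 0.13, adjusted p = 0.116).
Tgfbr3, a TGF-β co-receptor gene (ENSMUSG00000029287, chromosome 5 from 107106570 to 107289629), was raised by 0.79 ± 0.20 in Bred mice (adjusted p = 0.039; 1.8 ± 0.472 and 3.37 ± 0.365 FPKM) and differed by 0.37 ± 0.21 in Virus mice (adjusted p = 0.359; 1.56 ± 0.297 and 2.25 ± 0.208 FPKM). The activin receptor-like gene Acvrl1 had 2.11 ± 0.496 and 2.95 ± 0.293 FPKM in Bred mice (0.37 ± 0.19, adjusted p = 0.247) and 2.5 ± 0.306 and 3.29 ± 0.291 FPKM in Virus mice (0.23 ± 0.19, adjusted p = 0.549). The Bred call of Tgfbr3 was lost without Bred WT replicates 1 or 2 or KO replicates 2 or 3 (0.055 to 0.133), with GC and length trends removed and in the fit of Bred libraries alone.
Over both methods Smo (1.04 ± 0.14, adjusted p = 0.00478), Wnt4 (1.24 ± 0.19, adjusted p = 0.00637), Fzd7 (0.61 ± 0.09, adjusted p = 0.0058) and Tgfbr3 (0.58 ± 0.14, adjusted p = 0.0354) were raised. Acvrl1 had 0.30 ± 0.13 (adjusted p = 0.178). Tgfbr3 lost that call without Bred KO replicates 2 or 3, Virus WT replicates 1 or 2 or any Virus KO replicate (0.0597 to 0.0927). Wnt4 differed between the methods by 1.24 ± 0.37 (interaction adjusted p = 0.0999), and DESeq2 gave 0.0354 for that difference (0.0354 to 0.251 over the alternatives), as edgeR called it without Bred KO replicate 3 (1.48).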

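Stellate cell genes were raised in KO livers in Bred mice by the list test (n = 3 per group, camera adjusted p = 3.01e-07, adjusted p = 0.0796 with an estimated correlation), with 4 genes called and 13 called when adjusted over the list alone. The stellate count in Bred mice was 11 with the replicate number as a block, 9 with DESeq2, 8 without the count filter, 2 without WT replicate 1, 0 without KO replicate 2 and 1 without KO replicate 3. Of 35 TGF-β genes, Bmp2 had a more positive log2 change in Bred than in Virus mice (1.05 ± 0.24, interaction of edgeR, adjusted p = 0.0351). Of all list tests called, 21 in Bred, 13 in Virus and 22 over both methods, none held with an estimated correlation. The median GC content of called genes was 55.8% for raised and 45.3% for lowered genes in Bred mice and 51.9% and 49.7% in Virus mice.
The paper's reasoning starts from genes higher in KO livers under each way of deletion, which it hypothesised to mark the pathways that loss of FAK in hepatocytes raises most firmly. It groups them into collagen, Smo, Wnt, TGF-β, epithelial-mesenchymal transition and polarity classes, and proposes that pathways which regulate each other are raised when hepatocytes lack FAK during long injury. In edgeR each class held genes raised over both methods: collagen 5 of 5, Smo 6 of 12, Wnt 4 of 9, TGF-β 8 of 12, epithelial-mesenchymal transition 3 of 8 and polarity 4 of 8. In Virus mice alone the collagen and epithelial-mesenchymal transition classes held 0 called genes with edgeR (4 and 3 at an unadjusted p under 0.05, 1 and 0 called by DESeq2), and the Smo, Wnt, TGF-β and polarity classes held 4, 1, 1 and 2.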

### FAK-deficient hepatocytes show greater stiffness-dependent expression of Indian hedgehog; macrophages and biliary cells express elevated Smo in fibrotic hepatocyte-specific FAK-deficient liver.

The hedgehog/Smo (Hh/Smo) pathway is a major profibrotic signaling pathway (53), and hepatocyte expression of Indian hedgehog (*Ihh*) has been shown to promote liver fibrosis (57). Our RNA-Seq data indicated that, compared with controls, hepatocyte-specific FAK-deficient fibrotic livers expressed significantly higher levels of both the ligand *Ihh* and the receptor *Smo* (Figure 7D). 

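Ihh (ENSMUSG00000006538, chromosome 1 from 74945315 to 74951672 of mm10), the Indian hedgehog ligand gene, had 3.47 ± 0.63 FPKM in Virus WT and 8.37 ± 1.77 FPKM in Virus KO livers (SD, n = 3 each) and was raised by 1.10 ± 0.25 (edgeR adjusted p = 0.0357). In Bred livers Ihh had 7.64 ± 1.82 and 12.3 ± 4.13 FPKM (0.55 ± 0.24, adjusted p = 0.175), where WT and KO values overlap (exact permutation p = 0.2). Over both methods it was raised by 0.83 ± 0.17 (adjusted p = 0.019). Smo had 6.4 ± 1.74 and 15.1 ± 3.94 FPKM in Bred WT and KO livers and 5.48 ± 0.698 and 12.0 ± 1.41 FPKM in Virus WT and KO livers.
The Virus call of Ihh was lost without any of the 6 Virus libraries (0.0541 to 0.141), with the FPKM model and with GC and length trends removed (0.00172 to 0.145 over the alternatives). Its call over both methods was lost without Virus KO replicate 3 (0.0524) and with GC and length trends removed (0.255). These are whole livers, so the values do not say which cells hold the Ihh or Smo transcripts.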

We hypothesized that profibrotic injury stimulated greater *Ihh* expression from FAK-deficient hepatocytes, leading to greater activation of *Smo*-expressing target cells and more severe fibrosis. To test this, we. isolated hepatocytes from the livers of 6- to 8-week-old FAK^fl/fl^ Alb-Cre^–^ and FAK^fl/fl^ Alb-Cre^+^ mice and cultured isolated hepatocytes on top of collagen-coated polyacrylamide gels of 140 Pa, 1 kPa, or 6 kPa stiffness. Previously, we had shown that 140 Pa was the matrix rigidity of normal liver, and 1–6 kPa was the stiffness of fibrotic liver matrix (38). WT hepatocytes isolated from FAK^fl/fl^ Alb-Cre^–^ mice showed uniformly low expression of *Ihh* on all 3 matrix stiffnesses. FAK-deficient hepatocytes demonstrated significantly higher levels of *Ihh* compared with WT when cultured on top of 1 kPa and 6 kPa gels (Figure 8A). Whole-liver tissue and freshly isolated hepatocytes from FAK^fl/fl^ Alb-Cre^–^ and FAK^fl/fl^ Alb-Cre^+^ mice did not show significant differences in *Ihh* expression (data not shown). These results indicate that absent FAK signaling in hepatocytes leads to increased *Ihh* expression in response to rigid fibrotic matrix.

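In unfed mice Ihh had 2.18 ± 0.875 FPKM in WT and 2.87 ± 1.34 FPKM in KO whole liver (SD, n = 4 each), a log2 change of 0.39 ± 0.44 (standard error, edgeR adjusted p = 0.68, exact permutation p = 0.486). Freshly isolated hepatocytes had 2.56 ± 1.26 FPKM in WT and 5.41 ± 2.34 FPKM in KO cells (1.01 ± 0.43, adjusted p = 0.491, exact permutation p = 0.114). WT and KO values of Ihh overlapped in each material. With tissue WT replicates 2 and 4 left out the tissue change of Ihh was -0.05, the other sign. Smo had 7.44 ± 0.767 and 7.06 ± 0.833 FPKM in WT and KO tissue (-0.08 ± 0.14, adjusted p = 0.801) and 5.8 ± 0.978 and 5.71 ± 0.612 FPKM in WT and KO hepatocytes (-0.09 ± 0.14, adjusted p = 0.907). With GC and length trends removed its tissue change was 0.04.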

Next, we wanted to identify the target cell(s) in fibrotic liver responsive to increased *Ihh* signals derived from FAK-deficient hepatocytes. Stellate cells are a major target of Hh signals and the producers of fibrotic matrix (58–63). We isolated stellate cells from FAK^fl/fl^ Alb-Cre^–^ and FAK^fl/fl^ Alb-Cre^+^ mice with DDC-induced liver fibrosis and determined fibrotic and Hh target gene expression (Figure 8B). Stellate cells from FAK^fl/fl^ Alb-Cre^+^ fibrotic livers showed higher activation (*Acta2*) and collagen expression (*Col1a1* and *Col1a2*) than in controls, consistent with the more clinically severe fibrosis that developed. However, expression of *Smo* and other Hh/Smo pathway genes (*Gli2*, *Gli3*, and *Ptch1*) was similar in stellate cells isolated from fibrotic FAK^fl/fl^ Alb-Cre^–^ and FAK^fl/fl^ Alb-Cre^+^ livers. These findings suggest that increased *Ihh* production by FAK-deficient hepatocytes promoted stellate cell activation and fibrillar collagen deposition through an indirect mechanism.

In order to identify the *Smo*^+^ *Ihh*-responsive cells, we performed multiplexed RNAscope analysis on DDC-induced fibrotic liver tissue from FAK^fl/fl^ mice treated with AAV8-TBG-Null or AAV8-TBG-Cre. We found that *Smo*^+^ cells were localized to periportal areas of inflammation and fibrosis (Figure 8C). Consistent with greater *Smo* expression as demonstrated by RNA-Seq (Figure 7), RNAscope showed that there were higher numbers of *Smo*^+^ dots in the periportal regions of AAV8-TBG-Cre–treated mice as compared with controls. *Smo*^+^ dots colocalized with cells that expressed *Adgre1* (also known as F4/80), which marked activated macrophages. In addition, *Smo*^+^ dots colocalized with cells that expressed cytokeratin 19 (*Krt19*), which marked biliary cells, proliferating ductular cells, and progenitor cells within ductular reactions. We quantified the numbers of *Smo*^+^ dots in *Adgre1*^+^ cells (Figure 8D) and *Krt19*^+^ cells (Figure 8E) and found that these cells in AAV8-TBG-Cre–treated mice expressed significantly more *Smo* than did controls. These results suggest that absence of hepatocyte FAK signaling induces greater hepatocyte *Ihh* expression, which activates Smo-dependent signaling in macrophages and biliary cells, leading to more severe fibrosis.

## Discussion

Our study shows that liver epithelium–specific deletion of FAK led to hepatocyte dysfunction and cell stress, which eventually manifested as liver injury as mice aged. Mice with liver epithelial FAK deficiency died rapidly when challenged with acute biliary obstruction and developed more severe fibrosis in response to chronic cholestatic injury. Absence of hepatocyte FAK induced upregulation of several profibrotic signaling pathways, including the Hh/Smo pathway. Moreover, FAK-deficient hepatocytes showed increased expression of *Ihh* that likely stimulated *Smo*^+^ macrophages and biliary cells to promote fibrogenesis. These findings indicate that FAK signaling has critical roles in the homeostatic function of hepatocytes and in regulating liver fibrosis progression.

Our results are consistent with previously published observations that FAK^fl/fl^ Alb-Cre^+^ mice do not develop obvious liver abnormalities at the typical adult age investigated in laboratory studies (i.e., 6–8 weeks old) (16). We showed that liver damage because of absent liver epithelial FAK signaling accumulated over time and was triggered by acute or chronic insults. Accordingly, our findings are also consistent with data indicating that integrin-mediated signals in hepatocytes have important homeostatic and protective functions. Prolonged hepatocyte β_1_ integrin knockdown distorts bile canaliculi morphology, induces liver dysfunction, and inhibits liver regeneration (35–37). Moreover, our results add to the body of evidence that epithelial FAK signaling has a regulatory role in response to organ injury and fibrosis. Alveolar epithelial FAK deletion induces greater epithelial apoptosis, lung injury, and mortality in experimental lung fibrosis (39, 40). Similarly, we showed that liver epithelial FAK deletion led to greater liver injury, fibrosis, and activation of profibrotic pathways in experimental liver fibrosis.

The 2 methods, Bred and Virus, that we used to induce liver epithelial FAK deletion yielded different results. Overall, in response to DDC, FAK deletion through the Bred method demonstrated greater liver injury, fibrosis, and activation of profibrotic pathways than the Virus method. There could be at least 2 nonmutually exclusive reasons for this finding. Our results indicated that the absence of hepatocyte FAK signaling caused increased cell stress that manifested as hepatocellular injury over time. Because the Bred method induced FAK deletion in the fetal liver, FAK^fl/fl^ Alb-Cre^+^ mice might have shown more marked liver injury and fibrosis because their livers were already under significant stress because of lifelong absence of FAK. In contrast, in the Virus method, FAK^fl/fl^ mice treated with AAV8-TBG-Cre developed FAK deficiency just before initiation of DDC-induced injury; the livers of these mice might have been relatively more robust and more able to withstand the profibrotic insult. Another consideration is that the Bred method deleted FAK both in hepatocytes and cholangiocytes (43–47), whereas the Virus method deleted FAK only in hepatocytes (51). It is possible that FAK plays an important role in cholangiocytes as well as in hepatocytes (64), and thus, the absence of FAK in both cell types induces more severe liver injury and fibrosis in FAK^fl/fl^ Alb-Cre^+^ mice. Importantly, our results show that AAV8-TBG-Cre–mediated FAK deletion was sufficient to induce greater fibrotic collagen expression and activation of profibrotic pathways, indicating that the absence of FAK in hepatocytes alone was enough to promote more severe liver fibrosis.

Our results showed that differences between male FAK^fl/fl^ Alb-Cre^+^ mice and male controls were more significant than between female FAK^fl/fl^ Alb-Cre^+^ mice and female controls. Six-month-old male FAK^fl/fl^ Alb-Cre^+^ mice demonstrated significantly increased serum ALT and steatosis (Figure 3), whereas female mice did not, indicating that sex modified the manifestations of liver epithelial FAK deficiency. Sexual dimorphism in liver function and diseases is well documented (65, 66). Sex-specific differences we observed in DDC-induced liver fibrosis may be at least partially attributable to differential cytochrome-mediated metabolism of DDC in male and female mice (67). Importantly, regulation of FAK signaling may be sexually dimorphic in ways both dependent and independent of sex hormones. Estrogen receptor activation in human ovarian cancer cells activates FAK (68). In mice, there is a female-specific vitronectin/FAK/IL-6 regulatory circuit that is independent of sex hormones (69). Vascular smooth muscle cells from female rats are more resistant to anoikis and exhibit increased FAK activation and survival by autophagy compared with cells from male rats (70). These observations, along with our results, suggest that sexually dimorphic effects of FAK signaling may be due to a variety of different mechanisms. Greater understanding of the sex-specific effects of FAK activation is of interest for future research and will provide crucial insight for the clinical translation of FAK-based therapies to female and male patients.

Finally, our results indicate that hepatocyte FAK deficiency activates Hh/Smo, a pleiotropic signaling pathway with key regulatory roles in embryonic development, cancer, and fibrosis (53, 71, 72). Hh/Smo signaling is activated in the course of fibrogenesis in multiple organs, including the liver, and inhibition of Hh/Smo reduces fibrosis progression (53). Whereas normal adult liver produces very little Hh ligand, injured hepatocytes are an important source of *Ihh* (57, 73, 74). Many cell types respond to Hh signals in the inflammatory fibrotic liver microenvironment, including stellate cells (58–63), macrophages (73, 75), cholangiocytes (76–78), and progenitor cells (59, 73, 74, 76). Our results suggest that FAK-deficient hepatocytes upregulate *Ihh* expression and stimulate Smo^+^ macrophages and bile ductular cells in periportal areas of inflammation. Other studies have shown that Hh-responsive macrophages and cholangiocytes secondarily activate stellate cells through paracrine cytokines/chemokines and thereby increase fibrotic collagen production (73, 75–78). Our data are consistent with a model in which FAK-deficient hepatocytes produce *Ihh* that stimulates Smo^+^ macrophages and biliary cells, which in turn stimulate stellate cells to increase production of fibrotic collagens. Although we showed that stellate cells in FAK-deficient fibrotic livers did not upregulate Smo and other Hh/Smo pathway genes, hepatocyte-derived *Ihh* could still activate stellate cells through noncanonical, Smo-independent, Gli-independent signaling (73). Future studies are needed to elucidate the precise mechanisms of how hepatocyte FAK signaling regulates Hh/Smo intercellular communication and subsequent fibrosis progression. Moreover, upregulated *Ihh* in FAK-deficient hepatocytes might represent a generalized response of injured hepatocytes (74), or alternatively, might be due to dysregulated mechano-sensing in the absence of FAK signaling, as suggested by our results that FAK-deficient hepatocytes expressed greater *Ihh* when cultured on matrices of higher rigidity. Compensatory and/or parallel mechano-sensing mechanisms, such as ILK, Src, Rho, and YAP/tafazzin (TAZ), might be stimulated in the absence of FAK and induce aberrant *Ihh* expression. Interestingly, TAZ has been shown to induce hepatocyte expression of *Ihh* in nonalcoholic steatohepatitis (57), and ILK has been shown to interact with Smo to mediate Hh signaling (79).

In conclusion, our findings show that liver epithelial FAK has important roles in maintaining liver homeostasis and in regulating liver fibrosis. Although these findings raise caution for the use of FAK inhibitors in treating malignant and fibrotic conditions, it is likely that oncogenic cells and myofibroblasts have different set points of FAK activity than normal epithelial cells. FAK inhibition may remain a promising strategy if specific cell types of interest can be targeted, while sparing normal epithelial cells. Additional studies to determine the safety, efficacy, and potential off-target effects of FAK inhibitor–based therapies are needed.

## Methods

### Mice.

Liver epithelium–specific FAK-deficient mice (FAK^fl/fl^ Alb-Cre^+^) and littermate controls (FAK^fl/fl^ Alb-Cre^–^) were generated by breeding FVB FAK^fl/fl^ mice (gift from Hilary E. Beggs, Calico, South San Francisco, California, USA) (41), in which the FAK gene was flanked by *loxP* sites, with Alb-Cre mice (gift from Derek LeRoith, Icahn School of Medicine at Mount Sinai, New York, New York, USA) that carry the Cre recombinase under the albumin promoter (42). Hepatocyte-specific FAK deletion was induced by tail vein injection of FAK^fl/fl^ mice with 2.5 × 10^11^ AAV8-TBG-Cre (gift from James M. Wilson, Perelman School of Medicine, University of Pennsylvania, Philadelphia, Pennsylvania, USA; Addgene viral prep 107787-AAV8; RRID: Addgene_107787). Littermate controls were injected with 2.5 × 10^11^ viral particles/mouse of control viral vector that did not express Cre recombinase (AAV8-TBG-Null). All experimental mice were cared for in accordance with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Liver fibrosis models.

Acute obstructive cholestasis was induced by bile duct ligation using standard described surgical techniques (80). Gradual cholestatic injury was induced by providing mice with 0.1% w/w DDC diet (TestDiet) ad libitum for 4–8 weeks (49).

### Serum and tissue analyses.

Blood and liver were collected from mice under inhaled isoflurane anesthesia. Fresh, unfrozen sera were analyzed by ADVIA Chemistry XPT System (Siemens) for AST, ALT, total bilirubin, and alkaline phosphatase. The entire liver was recovered and apportioned for histologic, RNA, protein, and total collagen content analyses. For histology, liver tissues were fixed in 10% buffered formalin, and the UCSF Liver Center Pathology and Imaging Core (San Francisco, California, USA) performed H&E and Sirius red staining using standard techniques. A liver pathologist qualitatively evaluated all histology samples for steatosis, inflammation, and fibrosis.

### RNA-Seq.

Total RNA was isolated using the RNeasy Plus Mini Kit (QIAGEN), and RNA quantity and integrity were measured by 2100 Bioanalyzer (Agilent Technologies). Library construction, high-throughput sequencing, quality control, and sequence alignment were performed by Novogene Inc. per the company’s standard procedures. Briefly, 1 μg of total RNA was used for the sample preparations. rRNA was removed by the Ribo-zero rRNA removal kit (Epicentre) and the residual RNA cleaned by ethanol precipitation. Sequencing libraries were generated by NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s protocols. Library fragments were purified with AMPure XP system (Beckman Coulter) to obtain 250–300 bp cDNA fragments. Library quality was assessed by Agilent Technologies Bioanalyzer 2100, and high-throughput sequencing was performed on the Illumina HiSeq 4000 platform using HiSeq 3000/4000 SBS Kit (300 cycles) with 20 million reads per sample. Raw reads in FASTQ format were processed by removing the adaptor reads or poly-N and low-quality reads. Error rate distribution and Q20, Q30, and GC content of the cleaned data were calculated. Quality-controlled reads were mapped to the mouse reference genome (mm10) with STAR alignment software (81). Gene expression levels were analyzed according to FPKM reads sequenced. The MINSEQE-compliant data set is available through the National Center for Biotechnology Information’s Gene Expression Omnibus public repository (accession GSE157156).

### Total liver collagen quantification.

Total collagen content in liver tissues was determined by using a hydroxyproline assay kit (MilliporeSigma). Briefly, 100–150 mg tissue per liver sample was hydrolyzed at 110°C for 20 hours in 1 mL 6N HCl per 100 mg tissue. Hydroxyproline standards and 10 μL of hydrolyzed samples were added to 96-well flat-bottom plates and evaporated to dryness on a 60°C heat block. The sediment was dissolved in 100 μL of chloramine-T/oxidation buffer mixture for 10 minutes; then 100 μL of p-dimethylaminobenzaldehyde/perchloric acid/isopropanol mixture was added to each well and incubated at 60°C for 90 minutes. Samples were cooled to room temperature, with absorbance measured at 562 nm.

### Quantitative real-time reverse transcription PCR.

Total RNA was extracted using the RNeasy Plus Mini Kit (QIAGEN) according to the manufacturer’s protocol. RNA concentration was measured by the NanoDrop1000 spectrophotometer (Thermo Fisher Scientific) and RNA purity verified by 260/280 absorbance, which consistently ranged between 1.8 and 2.0. Reverse transcription was carried out with 100 ng of RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Thermo Fisher Scientific) following the manufacturer’s instructions. A total of 1 μL of the resulting cDNA was added to a final 10 μL mixture containing 5 μL of 2× SYBR Green PCR Master Mix (Life Technologies, Thermo Fisher Scientific) and 3 pmol oligonucleotide primers. qPCRs were carried out in a 7300 Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific) using the thermal profile 50°C for 2 minutes and 95°C for 10 minutes, followed by 40 amplification cycles consisting of 95°C for 15 seconds, 60°C for 30 seconds, and 72°C for 30 seconds. Samples were normalized to rRNA 18S internal standard. Relative quantification of gene expression was calculated by using the 2^ΔΔCt^ equation. Sequences of primers used in qRT-PCRs are listed in Supplemental Table 1.

### Primary mouse hepatocyte and stellate cell isolation.

Hepatocyte isolation was achieved through 2-step perfusion of the liver in situ using Liver Perfusion and Liver Digest Media (Thermo Fisher Scientific) and then density separation by 50% Percoll (GE Healthcare Life Sciences) gradient. Stellate cell isolation was performed following previously published protocols (82). Briefly, fibrotic livers were perfused in situ with 1.2 mg/mL pronase (Roche) and 0.25 U/mL collagenase (Crescent Chemical) and then digested in vitro with 0.5 mg/mL pronase, 0.1 U/mL collagenase, and 0.1 mg/mL DNase I (Roche) for 10 minutes in a 250 rpm shaker at 37°C. Stellate cells were separated by density gradient centrifugation using 12% Accudenz (Accurate Chemical) at 1380*g* for 17 minutes at 4°C.

### Collagen-conjugated polyacrylamide gels.

Circular, 22 mm, glass coverslips (VWR) were activated by 0.5% 3-aminopropyl trimethoxysilane and glutaraldehyde (MilliporeSigma). Different ratios of 40% acrylamide and 2% bis-acrylamide (Bio-Rad) were combined to generate 140 Pa, 1 kPa, and 6 kPa stiffness gels as calibrated previously (83). Polymerization was initiated by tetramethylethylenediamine (Bio-Rad) and potassium persulfate (MilliporeSigma). Then 0.01% bis-acrylamide, 0.002% di(trimethylolpropane) tetraacrylate (MilliporeSigma), 0.025% Irgacure (BASF Resins), 0.006% acrylic acid N-hydroxysuccinimide ester (MilliporeSigma), and 25% ethanol in 50 mM HEPES (pH 6.0) were applied, and gels were exposed to 245 nm ultraviolet light for 300 seconds for photoactivation. Gels were thoroughly washed in phosphate-buffered saline to remove excess reagent and incubated with 150 mg/mL rat tail collagen I (VWR) solution overnight at 4°C for conjugation. Before cells were plated, the gels were equilibrated in DMEM (Mediatech) at 37°C overnight. Primary hepatocytes were cultured at 50,000 cells/gel/well in 12-well plates (Eppendorf) in DMEM supplemented with 5% FBS (Hyclone), l-glutamine, antibiotics, insulin-transferrin-selenium, and HEPES (Mediatech).

### RNAscope in situ hybridization.

Multiplex RNAscope assay of mouse liver tissue was performed by using probes and reagents from Advanced Cell Diagnostics and following the manufacturer’s protocol. Briefly, 5 μm–thickness tissue sections were baked at 60°C for 1 hour, deparaffinized, and treated with hydrogen peroxide at room temperature for 10 minutes. Target retrieval was performed by putting slides into 100°C target retrieval reagent for 30 minutes, followed by protease treatment at 40°C for 30 minutes. Mouse *Smo* (318411-C1), *Adgre1* (460651-C2), and *Krt19* (402941-C3) probes were then hybridized at 40°C for 2 hours. Hybridization with preamplifier, amplifier, and fluorescent labeling probes was performed by using RNAscope Multiplex Fluorescent Detection Kit v2 (Advanced Cell Diagnostics) and opal520, opal570, and opal650 (Akoya Biosciences) at 40°C. Images were acquired using a Leica DM6B microscope with a 4.2 MP CMOS camera (Leica Microsystems). For quantification, 10 high-power field images were randomly taken per sample, and fluorescent *Smo* spots were counted from 20 randomly selected *Adgre1*^+^ or *Krt19*^+^ cells per image; i.e., Smo spots were counted in 200 randomly selected *Adgre1*^+^ and *Krt19*^+^ cell per sample.

Further information can be found in Supplemental Methods.

### Statistics.

RNA-Seq differential gene expression and clustering analyses using FPKM were performed with GeneSpring GX v14.9 (Agilent Technologies). We used moderated t-test with corrected *P* < 0.05 to determine differential gene expression between baseline WT and FAK^–/–^ samples (*n* = 8 per group; pooled whole-liver tissue *n* = 4; and isolated hepatocyte *n* = 4 for each genotype). For fibrotic liver samples, genotype (WT vs. KO) and method of FAK deletion (Bred vs. Virus) were assigned as independent variables in 2-way ANOVA with Benjamini-Hochberg multiple-testing correction (corrected *P* < 0.05 and *n* = 3 per group). Heatmap hierarchical clustering on normalized intensity values was performed on genes and conditions using Pearson centered or Euclidean similarity measure and Ward’s linkage. Violin plots show median, interquartile range, and range. GO analysis was performed with the GeneSpring software or GOrilla web-based tool (84) using *P* value threshold less than 0.001.

Additional statistical analyses, including survival analysis, log-rank test, regression analysis, 2-way ANOVA, and 2-tailed Student’s *t* tests, were performed with Prism v8.4.2 (GraphPad). Where appropriate, 2-way ANOVA was performed with genotype (WT vs. KO) and sex (male vs. female) as independent variables. Otherwise, 2-tailed Student’s *t* test was used to test significance. Box plots show individual data points, median, interquartile range, and range. Bar graphs show individual data points and mean, with error bars representing SEM.

### Study approval.

Animal studies were approved by UCSF IACUC (approval AN176137).

## Author contributions

YW designed and conducted experiments, analyzed data, and wrote the manuscript; TJL, VXZ, MLI, MAP, TKB, and MCY conducted experiments; WTC evaluated histology; TTC conceived the research, designed and conducted experiments, analyzed data, and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
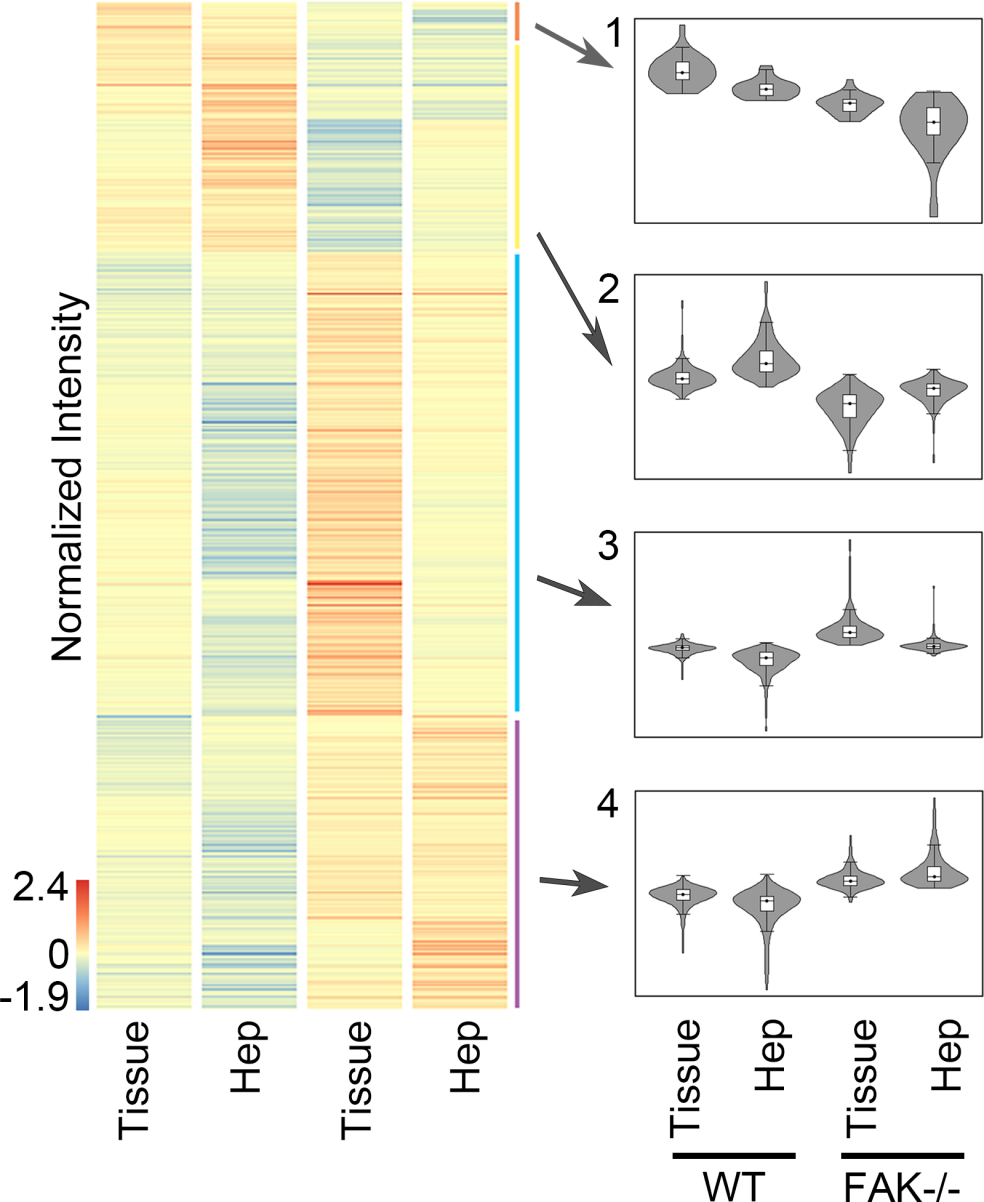
Whole-liver tissue or isolated hepatocytes from adult 6- to 8-week-old FAK^fl/fl^ Alb-Cre^+^ mice (FAK^–/–^) or FAK^fl/fl^ Alb-Cre^–^ littermate controls (WT) were analyzed by RNA-Seq. Heatmap shows hierarchical clustering of 782 significantly differentially expressed genes. Each column represents the averaged normalized expression of 4 samples (*n* = 4). Four major clusters emerged based on expression comparison to WT.

**Figure 2:**
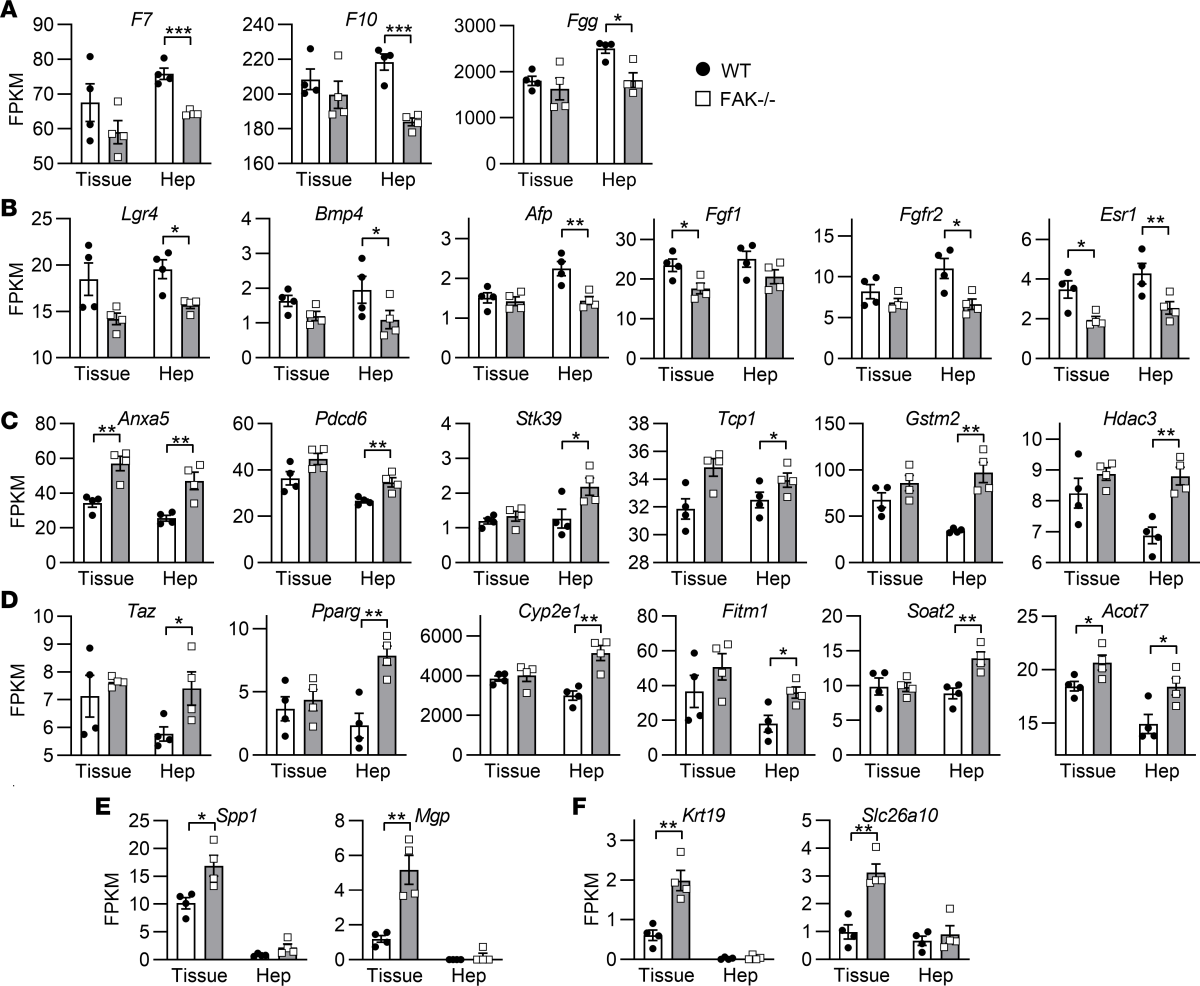
GO analysis of RNA-Seq revealed numerous gene categories that are differentially regulated in whole-liver tissue (Tissue) and isolated hepatocytes (Hep) of adult 6- to 8-week-old FAK^fl/fl^ Alb-Cre^+^ mice (FAK^–/–^) compared with FAK^fl/fl^ Alb-Cre^–^ littermate controls (WT). Expression of representative genes are shown for the GO terms (**A**) coagulation, (**B**) epithelial cell proliferation, (**C**) response to stress, and (**D**) lipid metabolism. Some genes are predominantly expressed in whole-liver tissue and not hepatocytes, indicating a non–parenchymal cell source, and include (**E**) extracellular matrix and (**F**) biliary-specific genes. Sample size *n* = 4 per group; *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s 2-tailed *t* test. Data represent individual data points and mean ± SEM. FPKM, fragments per kilobase of transcript per million base pairs.

**Figure 3:**
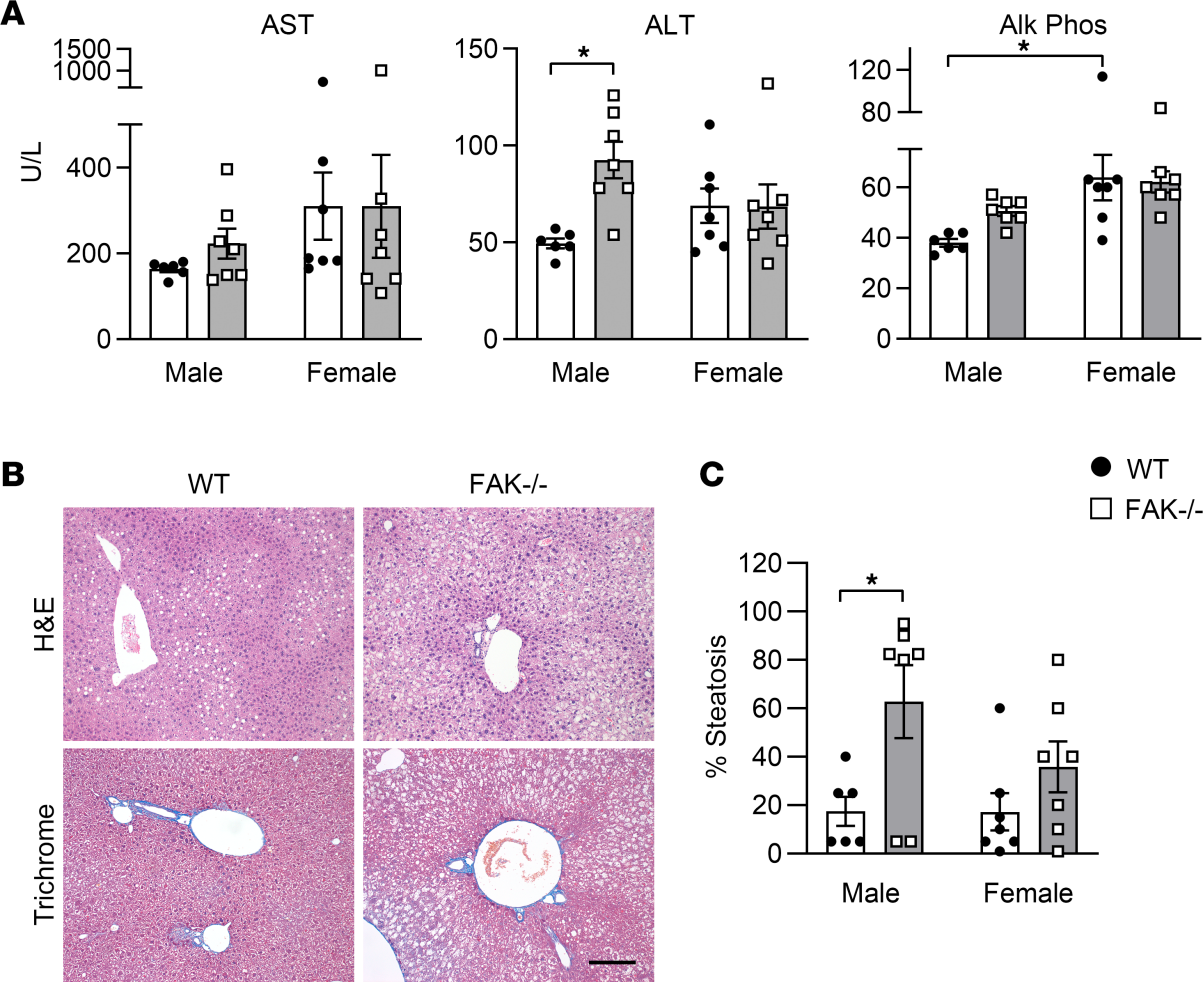
Male and female FAK^fl/fl^ Alb-Cre^+^ mice (FAK^–/–^) or FAK^fl/fl^ Alb-Cre^–^ littermate controls (WT) were aged to 6 months. (**A**) Serum liver function tests: aspartate transaminase (AST), alanine transaminase (ALT), and alkaline phosphatase (Alk Phos). (**B**) Representative liver H&E and trichrome histology of 6-month-old male WT and FAK^–/–^ mice. Scale bar: 200 μm. (**C**) The degree of steatosis as scored by a liver pathologist. For **A** and **C**, sample sizes are WT male *n* = 6, WT female *n* = 7, FAK^–/–^ male *n* = 7, and FAK^–/–^ female *n* = 7. Two-way ANOVA was performed with genotype (WT vs. FAK^–/–^) and sex (male vs. female) as independent variables; *P < 0.05 by post hoc Tukey’s honestly significant difference test. Data represent individual data points and mean ± SEM.

**Figure 4:**
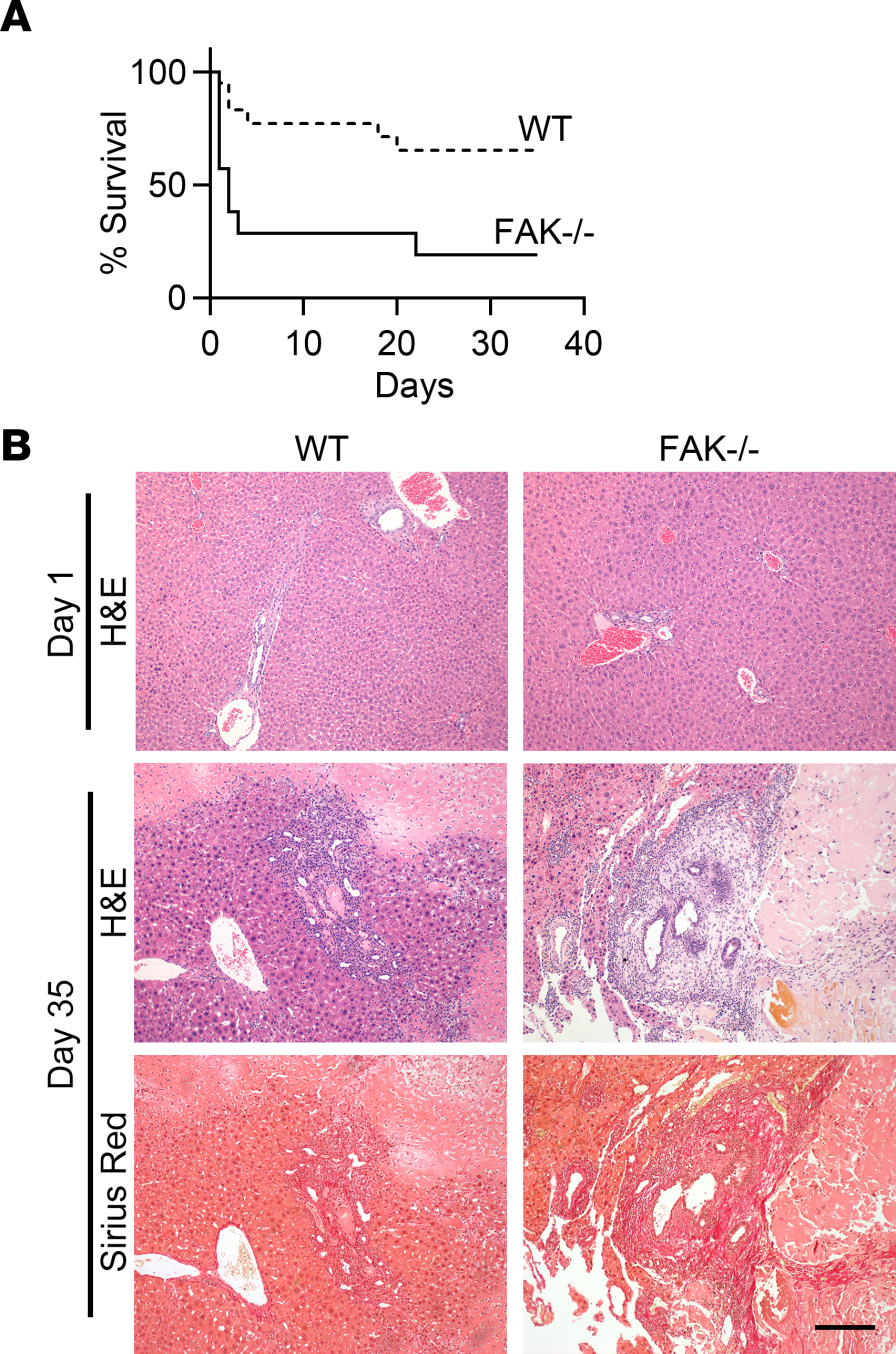
Male and female FAK^fl/fl^ Alb-Cre^+^ mice (FAK^–/–^) or FAK^fl/fl^ Alb-Cre^–^ littermate controls (WT) were subjected to bile duct ligation. (**A**) Kaplan-Meier survival analysis indicated significantly higher early mortality in FAK^–/–^ mice (male *n* = 8, female *n* = 6) compared with WT (male *n* = 12, female *n* = 8) after bile duct ligation, *P* < 0.01 by log-rank test. (**B**) Representative liver histology of FAK^–/–^ mice that died 1 day after bile duct ligation or survived until day 35. WT controls were sacrificed at the same time points for comparison. Scale bar: 200 μm.

**Figure 5:**
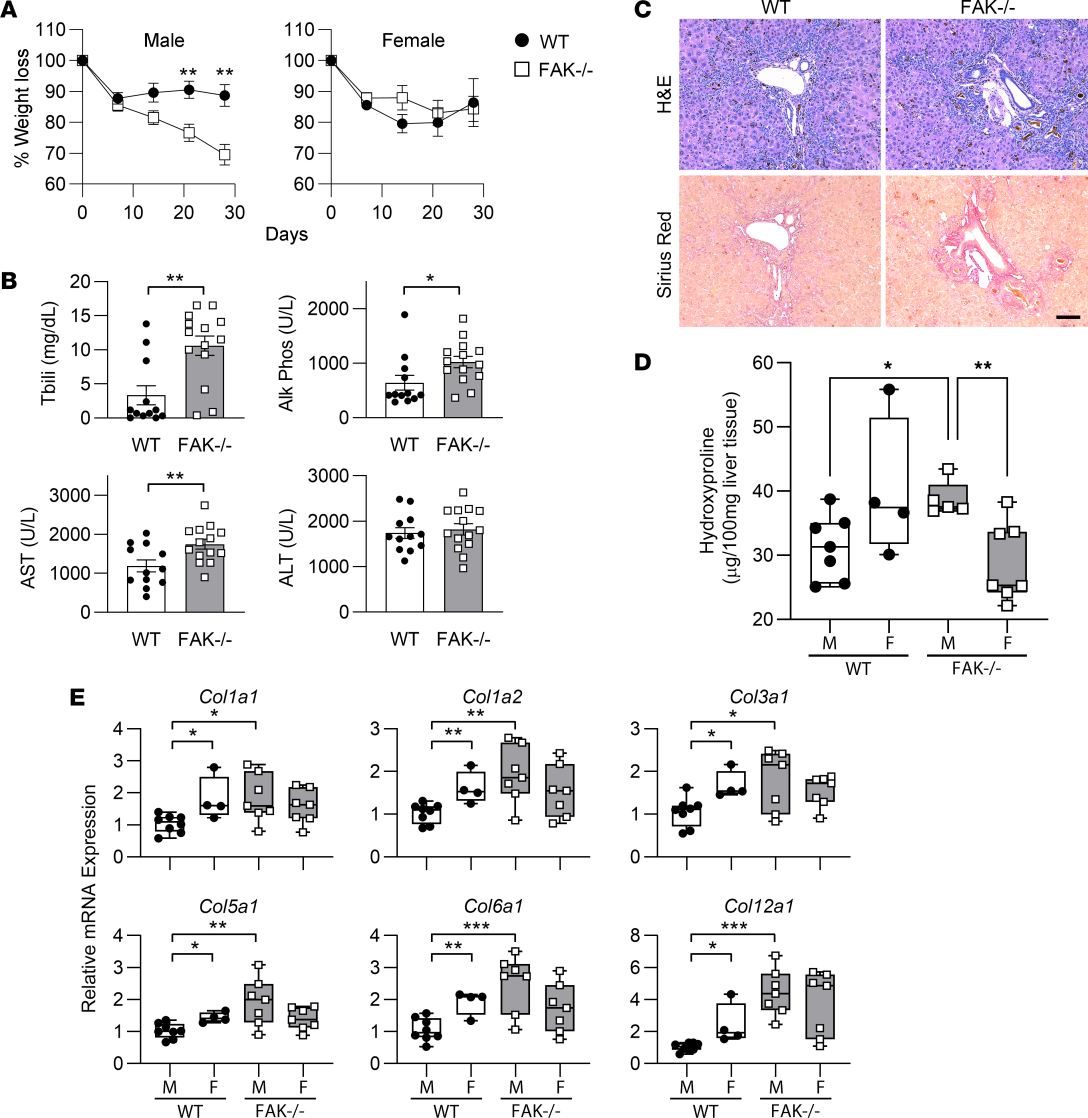
Male and female FAK^fl/fl^ Alb-Cre^+^ mice (FAK^–/–^) or FAK^fl/fl^ Alb-Cre^–^ littermate controls (WT) were given 0.1% DDC diet to induce liver fibrosis. (**A**) Male FAK^–/–^ mice (*n* = 7) lost significantly more weight than sex-matched controls (*n* = 12). Linear regression analysis showed that slopes of the 2 lines for male mice were significantly different (*P* < 0.05). Percentage weight loss in male mice was significantly different comparing WT and FAK^–/–^ by Student’s 2-tailed *t* test at days 21 and 28, **P < 0.01. Weight loss was not significantly different between female WT (*n* = 4) and FAK^–/–^ (*n* = 8). Data represent mean ± SEM. (**B**) Serum liver function tests for WT (male *n* = 8, female *n* = 4) and FAK^–/–^ mice (male *n* = 7, female *n* = 7). Data show individual data points and mean ± SEM. Tbili, total bilirubin. (**C**) Representative liver histology. Scale bar: 100 μm. (**D**) Liver hydroxyproline content of WT male (M; *n* = 7) and female (F; *n* = 4) compared with FAK^–/–^ male (*n* = 5) and female (*n* = 7) mice. (**E**) mRNA expression of various collagen species as determined by qRT-PCR in WT (M, *n* = 8; F, *n* = 4) and FAK^–/–^ (M, *n* = 7; F, *n* = 7) mice. Two-way ANOVA showed significant interaction between FAK genotype and sex (*P* < 0.05) for (**D**) and every collagen species except *Col12a1* in **E**; genotype contributed significantly to the overall variation for *Col5a1*, *Col6a1*, and *Col12a1* (*P* < 0.05). Groups were also compared by Student’s 2-tailed *t* test in **B**, **D**, and **E**, *P < 0.05, **P < 0.01, and ***P < 0.001. Box plots show individual data points, median, interquartile range, and range.

**Figure 6:**
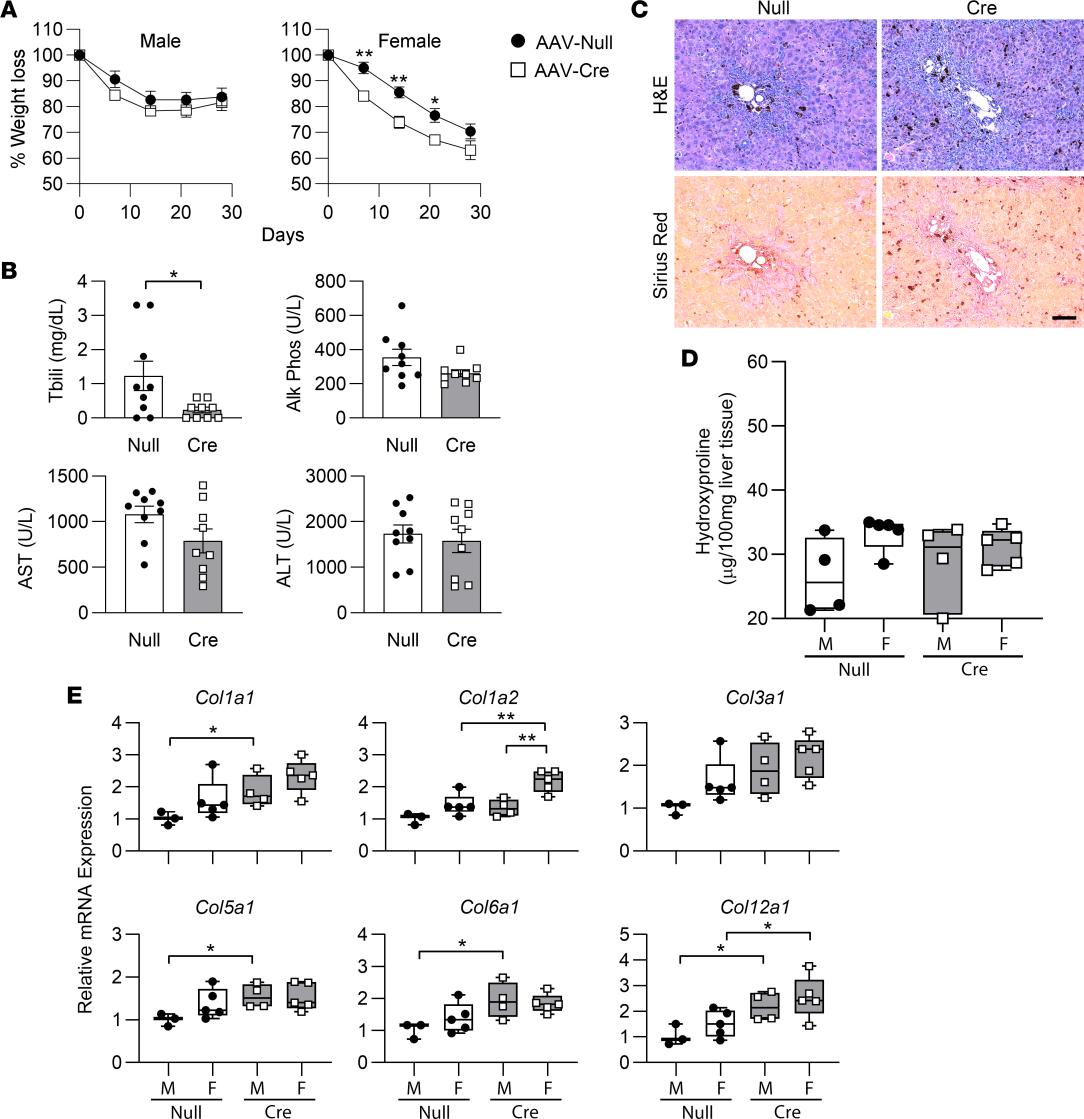
Male and female FAK^fl/fl^ mice were treated with AAV8-TBG-Cre (AAV-Cre) or AAV8-TBG-Null (AAV-Null) and then given 0.1% DDC diet to induce liver fibrosis. (**A**) Weight changes were not significantly different between male AAV-Null (*n* = 7) and AAV-Cre (*n* = 7) mice. Percentage weight loss in female mice was significantly different between AAV-Null (*n* = 5) and AAV-Cre (*n* = 5) at days 7, 14, and 21 by Student’s 2-tailed *t* test (*P < 0.05, **P < 0.01). Linear regression analysis showed that elevations of the AAV-Null and AAV-Cre female weight loss lines were significantly different (*P* < 0.0001). Data represent mean ± SEM. (**B**) Serum liver function tests for AAV-Null (male *n* = 4, female *n* = 5) and AAV-Cre mice (male *n* = 4, female *n* = 5). Data show individual data points and mean ± SEM. (**C**) Representative liver histology. Scale bar: 100 μm. (**D**) Liver hydroxyproline content of AAV-Null male (M; *n* = 4) and female (F; *n* = 5) compared with AAV-Cre male (*n* = 4) and female (*n* = 5) mice. (**E**) mRNA expression of various collagen species as determined by qRT-PCR in AAV-Null (M, *n* = 4; F, *n* = 5) and AAV-Cre (M, *n* = 4; F, *n* = 5) mice. For all collagen genes, 2-way ANOVA showed no significant interaction between AAV genotype and sex, whereas genotype contributed significantly to the overall variation (*P* < 0.05). For **B** and **E**, *P < 0.05 and **P < 0.01 by Student’s 2-tailed *t* test. Box plots show individual data points, median, interquartile range, and range.

**Figure 7:**
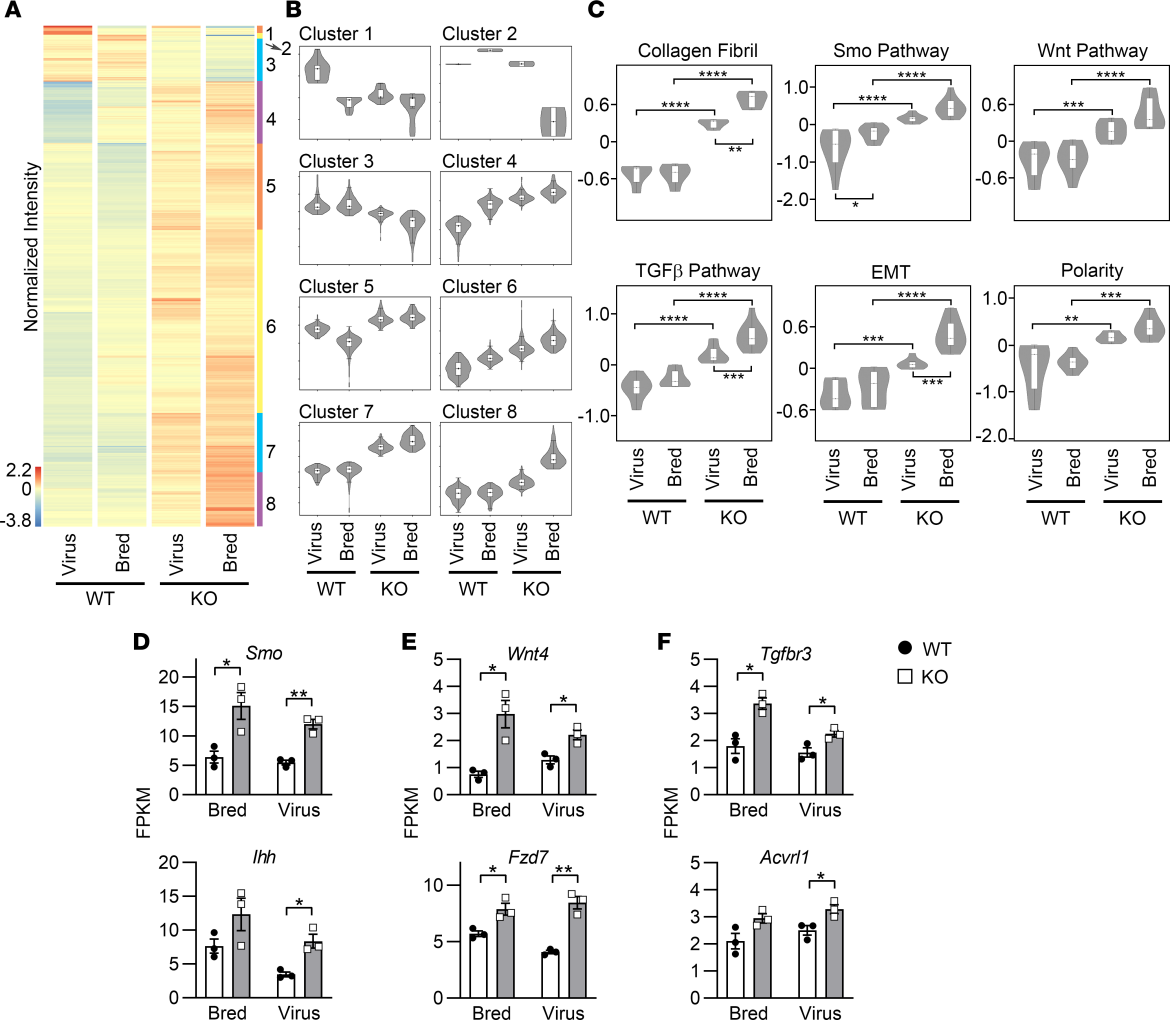
FAK^fl/fl^ mice treated with AAV8-TBG-Null (Virus WT) or AAV8-TBG-Cre (Virus KO), as well as FAK^fl/fl^ Alb-Cre^–^ (Bred WT) and FAK^fl/fl^ Alb-Cre^+^ (Bred KO) mice, were given 0.1% DDC diet to induce liver fibrosis. Whole-liver tissue from these mice was analyzed by RNA-Seq. (**A**) Heatmap shows hierarchical clustering of 896 significantly differentially expressed genes. Each column represents the averaged normalized expression of 3 samples (*n* = 3). (**B**) There were 8 gene clusters based upon expression patterns across the 4 groups. Cluster 1 contained 16 genes; cluster 2, 2 genes; cluster 3, 82 genes; cluster 4, 110 genes; cluster 5, 156 genes; cluster 6, 327 genes; cluster 7, 110 genes; and cluster 8, 93 genes. (**C**) GO analysis identified several processes and pathways that were upregulated in KO mice in both Virus and Bred methods of FAK deletion. Two-way ANOVA showed that there was significant interaction between the method of FAK deletion (Virus vs. Bred) and the genotype (WT vs. KO) for differentially regulated genes in the collagen fibril and epithelial-mesenchymal transition (EMT) categories (*P* < 0.05). The method of FAK deletion was a significant source of variation for collagen fibril, Smo, TGF-β, and EMT pathways (*P* < 0.01). For all 6 categories, genotype was a significant source of variation (*P* < 0.0001). Post hoc Tukey’s honestly significant difference test between the groups showed *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Expression levels of representative genes in the (**D**) Smo, (**E**) Wnt, and (**F**) TGF-β pathways were compared by Student’s 2-tailed *t* test, *P < 0.05 and **P < 0.01. For **D**–**F**, sample size was 3 per group (*n* = 3). Data represent individual data points and mean ± SEM.

**Figure 8:**
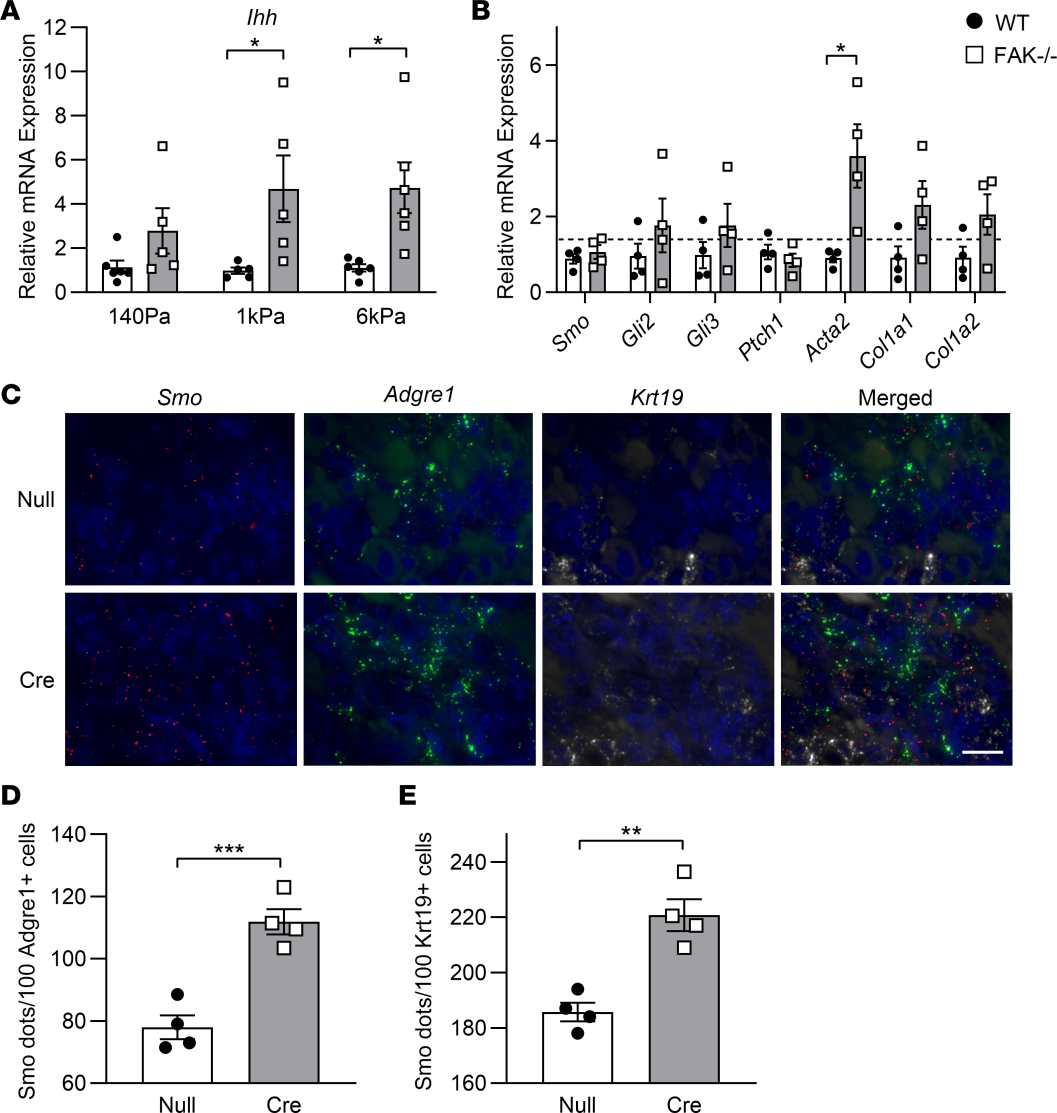
Hh/Smo pathway gene expression was determined in FAK-deficient hepatocytes and fibrotic hepatocyte-specific FAK-deficient liver. (**A**) Isolated hepatocytes from 6- to 8-week-old FAK^fl/fl^ Alb-Cre^–^ (WT) and FAK^fl/fl^ Alb-Cre^+^ (FAK^–/–^) mice on normal chow diet were cultured on collagen-coated polyacrylamide gels of 140 Pa, 1 kPa, or 6 kPa stiffness. *Ihh* mRNA expression was determined by qRT-PCR 24 hours later. Sample size *n* = 5–6 per group. (**B**) Stellate cells were isolated from WT and FAK^–/–^ mice with DDC-induced fibrosis. Expression of Hh/Smo pathway genes and stellate cell activation markers was determined by qRT-PCR. Sample size *n* = 4 per group. (**C**) Three-color multiplexed RNAscope analysis of *Smo*, *Adgre1*, and *Krt19* was performed on DDC-induced fibrotic liver tissues of FAK^fl/fl^ mice treated with AAV8-TBG-Null (Null) or AAV8-TBG-Cre (Cre). Images are representative of *n* = 4 per group. Scale bar: 20 μm. (**D**) Number of *Smo*^+^ dots that were colocalized with *Adgre1*^+^ macrophages. (**E**) Number of *Smo*^+^ dots that were colocalized with *Krt19*^+^ biliary cells. For **D** and **E**, 10 portal areas were analyzed per mouse, and at least 20 *Adgre1*^+^ or *Krt19*^+^ cells were analyzed per portal area; sample size was *n* = 4 per group. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s 2-tailed *t* test. Data represent individual data points and mean ± SEM.

**Table 1:**
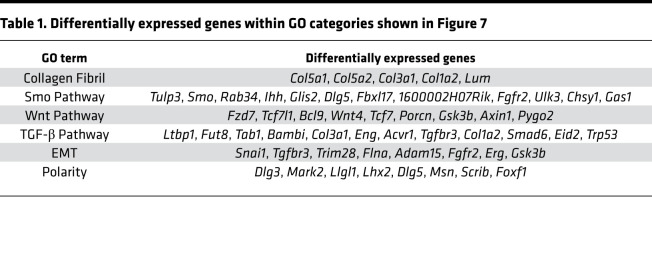
Differentially expressed genes within GO categories shown in Figure 7

## Version 1 09/10/2020

In-Press Preview

## Version 2 10/15/2020

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

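The data are 28 RNA-seq libraries in 2 experiments. The unfed experiment has 16 libraries, whole liver and isolated hepatocytes of WT and KO mice aged 6 to 8 weeks, 4 of each. The DDC experiment has 12 whole-liver libraries, Bred WT, Bred KO, Virus WT and Virus KO, 3 of each. WT and KO refer to Ptk2, the gene of FAK, deleted by Alb-Cre (unfed and Bred mice) or by a vector with Cre (Virus mice, whose WT group had the empty vector).

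For each experiment the authors deposited a table of counts and FPKM per gene and library. The authors made the count of each gene with HTSeq 0.6.1 from reads aligned to mm10 with STAR, and the FPKM from those counts and the gene lengths in the same table. FPKM recomputed from the deposited counts and lengths differed by at most 4.98e-10 percent. Counts were whole numbers and were used for every test but the limma and linear models on log2(FPKM + 1). FPKM was used for those and for the values of single groups. Each table holds 35275 genes, of which 15479 (unfed) and 14299 (DDC) have a total of 0. In each table 27 gene names had been turned into dates. Names were taken from the Ensembl identifiers, of which 34490 matched the reference names. No column per sample was left unused, and no pair of replicates was a copy of the other (chi-square per degree of freedom 14.9 to 102). Xist stayed near 0 in every library (largest log2(CPM + 1) 0.149 unfed and 0.337 on DDC), so no covariate for sex was fitted.

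Library totals ran from 11162678 to 20428773 counts. The lowest and highest were 11162678 and 19049138 in tissue WT, 15347999 and 16647017 in tissue KO, 16263473 and 19838668 in hepatocyte WT, 15062059 and 18409643 in hepatocyte KO, 19012105 and 20428773 in Bred WT, 18116186 and 20282852 in Bred KO, 18325460 and 18666670 in Virus WT, and 15795289 and 20067408 in Virus KO.

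Each experiment was fitted in 1 model of its 4 groups with the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1), TMM scaling and filterByExpr (minimum count 10, minimum total 15), which left 12507 unfed and 13955 DDC genes, and 11857 in the pooled unfed comparison. P-values were adjusted by the Benjamini-Hochberg method and called at an adjusted p under 0.05. The biological coefficient of variation was 0.235 unfed and 0.204 on DDC, with 12 and 8 residual and 5.11 and 4.90 prior degrees of freedom. Standard errors are those of the log2 fold change. Contrasts were KO against WT in tissue, in hepatocytes, over both pooled, in Bred, in Virus and over both methods, the 2 interactions, the method effect in WT mice and a test of any term on DDC. Exact permutation tests and the overlap of groups used the log2(CPM + 1) of single genes, with totals scaled by TMM. The permutation tests can reach 0.0286 with 4 against 4 and 0.1 with 3 against 3.

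Gene lists were tested with camera of limma on the same contrasts, with a preset correlation between genes of 0.01 and, as an alternative, an estimated one. The 30 lists, the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined, and 3 lists were added afterwards. The rule names Ptk2, every gene the paper names, the 8 largest rises and falls of 5 comparisons among called genes without overlap between groups, 5 genes in each direction of the interactions, and up to 4 members of each list with the smallest p-values. GC content and length of genes, known for 99.6% of those tested, were compared with the deviation of each library from the mean of its genes by Spearman correlation, and removed in an added alternative by splines with 5 degrees of freedom.

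Replicate numbers were checked for pairing by the correlation between WT and KO libraries of the same number, after the group means were taken out. In Bred mice the 3 numbered pairs had 0.352, 0.354 and 0.367 and the other pairs -0.302 to -0.059, so libraries of the same number deviated together. The labels state no pairing, and why these libraries deviate together was not tested. The blocked value therefore stands beside a Bred result, as an alternative, where it changes a call or moves a count by over 1.5 times. With the block the Bred genotype effect called 1735 genes and the effect over both methods 1751. For list tests in Bred mice the block moved red blood cell genes from an adjusted p of 0.0693 to 0.0122 and acute phase genes from 0.0329 to 0.067.

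The alternatives were DESeq2 1.42.0, its size factors in edgeR, no count filter, the replicate number as a block, limma or a linear model on log2(FPKM + 1), fits of each material or method alone, neighbouring animal numbers as a block, the material as a term and each library left out in turn. Added after values were seen were the removal of GC and length trends (also with the block), the leaving out of tissue WT replicates 2 and 4 together, limma on FPKM with the material as a term, and list tests on the interactions.

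The tests were tried on simulated data made from these libraries with known changes. At a fold of 1.5, 2 and 4 they recovered 25.4%, 73.1% and 97.0% of changed genes in tissue, 26.9%, 77.6% and 95.5% in hepatocytes, 34.3%, 79.1% and 95.5% pooled, 10.4%, 70.1% and 95.5% in Bred, 11.9%, 64.2% and 93.9% in Virus and 44.8%, 91.0% and 100% over both methods. The share of false calls was 5.8%, 2.92%, 0.714%, 5.65%, 0.877% and 3.68% in that order. Changes were set only in genes of higher mean count, and noise was drawn independently for each gene. The simulation had none of the length, GC or pairing structure of the real libraries, and on DDC no difference between the methods. These shares are therefore not the power of the tests on the real data, and a missing call does not show a missing effect.

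Of the genes the paper names, 2 in unfed mice and 1 on DDC fell below the count filter and have no test. Clustering and Gene Ontology enrichment were not repeated. The measurements of protein, histology, serum, PCR and cultured cells were not analysed here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and data.table 1.17.8.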

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

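The tests for hepatocytes in place of whole liver and for a zonal mix of cells, the lists of pericentral and periportal genes, and the removal of GC and length trends were chosen after the results were seen. Other splits of the samples, and the list of NRF2 genes, were set before.

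A single library stood apart from its 3 fellows (its gap to the nearest of them nearly as wide as the range of the 4) in 5 of 124 groups of FPKM values that were examined, where chance alone picks about 1 in 20 groups. These were Slc26a10 at 4.05 FPKM in tissue KO replicate 3 and at 1.83 FPKM in hepatocyte KO replicate 2, Fgg at 2210 FPKM in hepatocyte WT replicate 4, Lgr4 at 14.6 FPKM in hepatocyte KO replicate 1, and Mgp at 0.738 FPKM in hepatocyte KO replicate 1. With 5 of 124, the number is no more than chance gives.

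The genotype effect differed between Bred and Virus livers, by the interaction test of edgeR, for 448 genes. Of the genes the paper lists, Tcf7 (1.37), Adam15 (1.11) and Mark2 (0.68) had the larger log2 change in Bred mice and Dlg3 (-1.06) in Virus mice. By the naming rule the log2 change in Bred minus that in Virus was positive for Itpkc (2.79), Inhbb (3.96), Shb (1.78), Maff (3.09) and Thbd (3.83). It was negative for B3galt1 (-2.94), Nr1h4 (-1.77), Dixdc1 (-2.03), Rnf152 (-2.61) and Hykk (-1.95). The sign of this difference gives neither the level nor the size of either effect. For Itpkc, Inhbb and Nr1h4 the genotype effect had opposite signs in Bred and Virus mice. The 10 genes named by the rule kept their calls without each of the 12 libraries and under each alternative, with adjusted p from 3.72e-04 to 0.00344. Without Virus KO replicate 1 the interaction count was 118, and without Bred WT replicate 1 it was 505.

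Outside what the paper reports, 2290 genes differed between Bred WT and Virus WT livers. In isolated KO hepatocytes 7 of 24 pericentral genes were raised, a count of 4 without WT replicate 2. Over both methods 13 of 25 NRF2 and glutathione genes were lowered in KO livers.

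Of the genes raised in Bred KO livers, the median GC content was 55.9% with the replicate block and that of lowered genes 44.8%. With each library's GC and length trend removed 765 of the 1735 genes called with the block were still called, 44.1% (95% interval 41.8 to 46.4), and without the block 465 of 872, 53.3% (50.0 to 56.6). Of raised genes 40.3% were still called with the block and 48.9% without it. Bred WT replicate 1 has the strongest GC trend. Leaving it out left 315 called genes, but without KO replicates 2 and 3 there were 248 and 316, so that this count does not single it out. Without Bred WT replicate 1 the raised and lowered genes still differed by 11.0 points of median GC content with the block (medians of 55.9% and 46.2% without the block). Over all genes the rho of the Bred change with GC content fell from 0.429 to 0.270 without that library. The difference that is left argues against that library as the whole source of the difference. A GC bias between libraries and an effect of genotype on GC-rich genes cannot be told apart, since the trend moves with genotype.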

How the results depend on the processing

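The removal of GC and length trends, the leaving out of tissue WT replicates 2 and 4 together and limma with the material as a term were chosen after results were seen. The cause of the shifts was not tested. For the FPKM models, FPKM lacks the TMM factors, which were higher in Virus KO (1.04 to 1.07) than in Virus WT livers (0.93 to 0.96). With DESeq2 the counts of called genes were 41 pooled (3 with edgeR), 187 in tissue (1), 162 in hepatocytes (40), 36 for the unfed interaction (0, with 1002 at an unadjusted p under 0.05), 1780 over both methods (894), 1690 in Bred (872), 927 in Virus (371), 881 for the DDC interaction (448) and 4878 for any term (3232). Without the count filter tissue gave 2 and the unfed interaction 3. With the replicate number as a block they were 16 pooled, 1751 over both methods, 1735 in Bred and 677 in Virus. Limma on log2(FPKM + 1) gave 5 pooled, 9 in tissue, 3 for the unfed interaction and, with the material as a term, 52 pooled. The linear model on log2(FPKM + 1) gave 563 in Bred, 234 in Virus and 83 for the interaction. Other fits were the material as a term (24 pooled), hepatocytes alone (5, and 37 with neighbouring animal numbers as a block), the Bred libraries alone with edgeR (0, with 2360 at an unadjusted p under 0.05 and 1690 by DESeq2 on all 12 libraries) and the Virus libraries alone (1306). With GC and length trends removed tissue gave 2 and Virus 625, and without tissue WT replicates 2 and 4 the pooled count was 5. With an estimated correlation between genes the called lists went from 5 to 0 in tissue, 12 to 1 in hepatocytes, 21 to 0 in Bred, 13 to 0 in Virus and 22 to 0 over both methods. Genes raised in Bred and in Virus went from 17 to 55 at an adjusted p under 0.1 and 1 under 0.01, and those lowered from 11 to 44 and 1. Those of opposite sign went from 28 to 99 and 3.

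Leaving out each library in turn gave 1 (tissue WT replicate 1 and 5 others) to 4 (tissue KO replicate 1) pooled and 1 to 994 in tissue (without WT replicate 1). It gave 16 (without WT replicate 2) to 73 (KO replicate 1) in hepatocytes and 0 to 4 for the unfed interaction. On DDC it gave 301 (without Virus KO replicate 1) to 1326 (Bred KO replicate 1) over both methods, 248 (without KO replicate 2) to 1242 (KO replicate 1) in Bred and 64 (without KO replicate 1) to 179 (WT replicate 3) in Virus. It gave 118 (without Virus KO replicate 1) to 505 (Bred WT replicate 1) for the interaction, 1760 (without Virus WT replicate 1) to 3644 (Bred KO replicate 1) for any term and 1119 (without Virus WT replicate 1) to 2141 (Bred WT replicate 1) for the method effect in WT mice.

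In tissue 3 uncalled log2 changes turned sign: that of Smo, tissue genotype effect, to 0.044 with GC and length trends removed, that of Ihh, tissue genotype effect, to -0.0498 without tissue WT replicates 2 and 4, and that of Glul, tissue genotype effect, to 0.0053 without tissue KO replicate 2 (down to -0.227 without tissue KO replicate 4). Of 3138 values of single genes under the alternatives, 2667 stayed on their side of the threshold with their direction, 403 lost a call, 65 gained a call and 3 turned. Of 189 values of counts 108 stayed within 1.5 times and 81 did not. Numbered pairs of WT and KO libraries correlated at 0.296, -0.114, -0.174 and 0.352 in tissue, 0.261, -0.039, -0.349 and 0.148 in hepatocytes and -0.108, -0.068 and -0.071 in Virus mice, so the numbers do not pair these. Hepatocyte libraries of neighbouring animal numbers correlated at 0.261, 0.320, 0.378 and 0.148 and the other hepatocyte pairs at -0.349 to 0.085. WT replicate 2 has no neighbour, and the labels do not say that neighbouring numbers mark a litter. Of the Bred results stated in the text, the block changed the calls of Snai1, Col1a1 and 2 gene lists and no other call. The covariate for sex was not run, because Xist stayed below its limit.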

Differences from the paper's values

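The unadjusted count and limma with the material as a term were chosen after values were seen. The count of genes changed by genotype in unfed mice is 782 in the paper, at a corrected P under 0.05, and 3 here with edgeR at an adjusted p under 0.05. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value. The nearest of these were DESeq2 (41), the material as a term (24) and the replicate number as a block (16), with limma on log2(FPKM + 1) at 5. In tissue alone, without WT replicate 1, 994 genes were called. That is another set of libraries than the paper's pooled test, so it is not a value to set against 782. Of the WT livers left there, replicates 2 and 4 have a length trend opposite to that of the other tissue libraries. The pooled count at an unadjusted p under 0.05 was 704 with edgeR, a setting looked at after the values were seen. Limma with the material as a term, also chosen after seeing them, gave 52 pooled.

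The paper gives 896 genes from its 2-way analysis of DDC livers and does not say which term. The genotype term over both methods gave 894 with edgeR on counts, while the paper's analysis used FPKM. That closeness does not show that the paper used this term or found the same genes. With the FPKM model the genotype term gave 1011, and 490 of the 894 were among them. Leaving out 1 library moved the 894 to between 301 and 1326. For the interaction the value was 448, and DESeq2 (881) and the replicate number as a block (670) come within 1.5 times of the paper's value, while size factors of DESeq2 (453), no count filter (535) and the FPKM model (83) have 453, 535 and 83. For any term the value was 3232, and no alternative set before the data were examined came within 1.5 times. The lowest of these was 1760 without Virus WT replicate 1.

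The figures were read with the values here already known, so this is no independent check. Values read by eye from figures lie within 1.5 times of those here: Gstm2 in hepatocytes is about 34 and about 97 FPKM in Fig. 2C, read by eye (34.5 and 97.3 here), Mgp in tissue about 1.2 and about 5.2 FPKM in Fig. 2E, read by eye (1.2 and 5.18 here), Smo in Bred mice about 6.4 and about 15 FPKM in Fig. 7D, read by eye (6.4 and 15.1 here), and Ihh in Virus mice about 3.5 and about 8.3 FPKM in Fig. 7D, read by eye (3.47 and 8.37 here).

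Figure 2 marks 20 genes as changed in hepatocytes by an unadjusted test. All but Tcp1, marked as higher in the paper, had the paper's direction in edgeR (Tcp1 had a log2 change of -0.01 and FPKM means of 32.5 in WT and 33.9 in KO hepatocytes, higher on that scale), and after adjustment over all genes edgeR called Gstm2 and Anxa5. DESeq2 also called Fgfr2, Esr1, Pparg and Cyp2e1, and edgeR called Fgfr2 and Pparg without hepatocyte WT replicate 1 and Cyp2e1 without hepatocyte KO replicate 1. In tissue the figure marks Fgf1, Esr1, Anxa5, Acot7, Spp1, Mgp, Krt19 and Slc26a10, which all had the paper's direction, and edgeR called none of the 8. DESeq2 called Esr1 and Anxa5, and limma on log2(FPKM + 1) called Mgp and Krt19. Without tissue WT replicate 1 edgeR called Esr1, Anxa5 and Krt19. In that fit WT replicates 2 and 4, whose length trend is opposite, make up more of the WT group.

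The paper holds that many of the genes in Figure 2, A to D, change more in hepatocytes, as 18 of the 21 did here. No interaction of genotype and material was called for any of these genes with edgeR (0, with 4 at an unadjusted p under 0.05). The paper's text places the rise of the matrix genes of Figure 2E in whole liver only. Spp1 had a log2 change of 0.73 in tissue and 1.31 in hepatocytes, where DESeq2 called it and edgeR did not.

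In Figure 7, D to F, the paper marks Wnt4 and Tgfbr3 in Virus mice (0.62, adjusted p = 0.234, and 0.37, adjusted p = 0.359), Fzd7 in Bred mice (0.34, adjusted p = 0.116) and Acvrl1 in Virus mice (0.23, adjusted p = 0.549). These were not called by edgeR or by any alternative on all libraries. Smo in both methods, Ihh in Virus, Wnt4 and Tgfbr3 in Bred and Fzd7 in Virus mice, also marked there, were called. All these genes were higher in KO livers.

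The paper states that several pathways are raised in Bred and in Virus mice. Of the 48 genes of Table 1, 47 were higher in Bred and 43 in Virus KO livers, with 22 and 8 called and Smo alone called in each. It also states that many of these pathways rise more in Bred mice, and the legend of Figure 7C reports an interaction for the collagen and epithelial-mesenchymal classes. Here 33 of 48 were greater in Bred, among them 5 of 5 collagen genes, and the interaction was called for Tcf7, Adam15 and Mark2 (greater in Bred) and Dlg3 (greater in Virus). No collagen gene of the table had a called interaction (0 with edgeR, with 1 at an unadjusted p under 0.05). The legend tests each class as a whole, while these calls are of single genes adjusted over all genes, so the measures differ. As a list, the collagen and matrix genes had the larger effect in Bred mice by camera with the preset correlation, but not with an estimated one. Adam15, called here, belongs to the epithelial-mesenchymal class.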

Other observations

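The tests of hepatocytes in place of whole liver and of a zonal mix, the lists of pericentral and periportal genes and list tests on the interaction were chosen after the results were seen. In fibrotic KO livers 23 of 25 NRF2 and glutathione genes were lower over both methods (median -0.62, n = 6 per genotype, camera adjusted p = 1.71e-15, adjusted p = 0.0693 with an estimated correlation). Among the 13 called were Gsta2 (-0.84 ± 0.13, edgeR adjusted p = 0.00637), Ephx1 (-0.62 ± 0.10, adjusted p = 0.00685), Gsta1 (-1.15 ± 0.20, adjusted p = 0.00961) and Gstm1 (-0.66 ± 0.12, adjusted p = 0.0116), and 18 passed when adjusted over the list alone. The count was 7 without Bred KO replicate 3, Virus KO replicate 1 or Virus KO replicate 3 and 8 without Virus WT replicate 3. Genes of fatty acid oxidation were lower in 19 of 20 (camera adjusted p = 4.42e-08, adjusted p = 0.0693 with an estimated correlation), with 8 called, among them Acadm (-0.51 ± 0.09, adjusted p = 0.0115), Acaa1b (-0.88 ± 0.16, adjusted p = 0.0122) and Cyp4a12a (-2.28 ± 0.43, adjusted p = 0.0136). The change of Cyp4a12a was in Bred mice (-4.40, against -0.17 in Virus mice, adjusted p = 0.906, and interaction adjusted p = 0.0229). Cyp4a12a also belongs to the list of sex-biased liver genes, so its fall does not bear on oxidation alone. Of 15 sex-biased genes 4 were lowered and 0 raised over both methods with GC and length trends removed. With the replicate number as a block 6 were lowered and 0 raised. The fatty acid oxidation count was 5 without Bred WT replicate 1 and 4 without Bred KO replicate 3, Virus WT replicates 1 or 2 or any Virus KO replicate. Other lists of hepatocyte genes moved the same way over both methods, with 18 of 25 hepatocyte identity genes lower (median -0.23, camera adjusted p = 0.00977, adjusted p = 0.33 with an estimated correlation), 22 of 25 coagulation genes (median -0.11, adjusted p = 0.00186, adjusted p = 0.345 with an estimated correlation) and 17 of 19 complement genes (median -0.24, adjusted p = 3.79e-04, adjusted p = 0.176 with an estimated correlation). Of other cells, stellate genes were higher in 15 of 19 (median 0.39, adjusted p = 1.96e-05, adjusted p = 0.0709 with an estimated correlation), endothelial genes in 15 of 18 (median 0.12, adjusted p = 0.0255, adjusted p = 0.176 with an estimated correlation) and macrophage genes in 11 of 22 (median 0.01, adjusted p = 0.292). A smaller share of hepatocytes in KO livers was not tested apart from lower expression in each cell, so the source of the fall stays open.

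For 16 of 17 immediate early genes the log2 change was more positive in Bred than in Virus mice (median difference 1.34, camera adjusted p = 1.79e-11, adjusted p = 0.206 with an estimated correlation). With GC and length trends removed the median log2 change was 0.44 in Bred and -0.82 in Virus mice. The interaction was called for 6, among them Klf4 (2.33 ± 0.31, edgeR adjusted p = 0.00345), Btg2 (2.91 ± 0.49, adjusted p = 0.0106), Dusp1 (2.78 ± 0.50, adjusted p = 0.0137) and Socs3 (3.13 ± 0.65, adjusted p = 0.0251), and for 3 without Virus KO replicate 1. By itself the Bred effect raised 5 of them and the Virus effect lowered 4. The Bred count was 2 without WT replicates 1 or 3 or KO replicates 2 or 3, and the Virus count 0 without any library but WT replicate 2. Whether time from death to freezing, age, litter or length of the diet differed between these groups was not tested.

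In isolated KO hepatocytes all 24 pericentral genes were higher (median 0.84), and the 7 called were all still called with GC and length trends removed (7 of 7, median 0.83), which argues against gene length bias as the whole source. A different zonal mix of the isolated cells stays open: periportal genes were lower in 18 of 22 (median -0.43), and pericentral genes had a median of 0.05 in KO tissue, but periportal genes were also lower there in 19 of 22 (median -0.34). The lists hold genes already seen among the calls and are not independent evidence. A change of zonation by genotype, an untested biological explanation, and a mix of cells in the isolation cannot be told apart.

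Tissue WT replicates 2 and 4 resemble the hepatocyte libraries more than the other tissue libraries do. After each library's GC and length trend was removed 58.2% of that extra resemblance was left, so a length bias between libraries cannot be told apart from another source. If isolated hepatocytes had been taken in place of whole liver, immediate early genes would lie near the hepatocyte level, but 12 of them lay 20.0% of the way (quartiles -7.48 and 37.6), and 8 endothelial genes 7.94% (quartiles -2.39 and 33.7), which argues against a full exchange and leaves a partial mix open. A difference between these mice was not tested.

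Other splits of the samples into groups of the same sizes were run for each count. In hepatocytes the real 40 was reached by 1 of 35 splits, the real one, and the highest other gave 26. Hepatocyte libraries of neighbouring animal numbers deviate together, and the 4 splits that part them as the real one does (highest other 16) are too few for a share under 0.05. In tissue 2 of 35 reached the real 1, and the split of WT replicate 1 and KO replicates 1 to 3 against the rest gave 1626, which points to a structure of these samples. The 1 gene called in tissue is Ptk2, the deleted gene, with every KO value below every WT value, so the share of splits does not bear on that call. For the pooled count of 3, 2 of 100 splits did as well, the highest at 4619, which follows the material. Of the 34 splits with 4 libraries of each material in each group, as in the real one and chosen for this after values were seen, the real one alone gave as many (highest other 1). These 34 do not part neighbouring animal numbers of the hepatocytes as the real one does, so the splits do not settle whether chance gives the count. The unfed interaction called 0 with edgeR, 1002 unadjusted and 36 with DESeq2, and since any split reaches 0 the splits (highest other 169) say nothing on it. Over both methods 894 was reached by 1 of 100 (highest other 448, the interaction contrast). For the DDC interaction 448 was reached by 2 of 100 (highest other 894, the contrast over both methods), and for any term 3232 by 1 of 100 (highest other 12). This argues against chance for the count over both. For any term no splits were kept by whether they part the numbered Bred pairs, so the splits do not settle that count. Of the 39 splits that part the 3 numbered Bred pairs as the real one does, 1 reached the count over both (highest other 448) and 2 the interaction, the other again the contrast over both methods, a share not under 0.05. The rest of the 100 leave some of these pairs together. In Bred (872, highest other 3), Virus (371, highest other 0) and WT mice by method (2290, highest other 0) the real split alone, 1 of 10, gave as many, and 10 splits are too few for a share under 0.05.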
